# Potential link between biotic defense activation and recalcitrance to induction of somatic embryogenesis in shoot primordia from adult trees of white spruce (*Picea glauca*)

**DOI:** 10.1186/1471-2229-13-116

**Published:** 2013-08-12

**Authors:** Robert G Rutledge, Don Stewart, Sébastien Caron, Cathy Overton, Bryan Boyle, John MacKay, Krystyna Klimaszewska

**Keywords:** Conifer, Gene expression profiling, Microarray analysis, Absolute qPCR, LRE qPCR, Clonal propagation

## Abstract

**Background:**

Among the many commercial opportunities afforded by somatic embryogenesis (SE), it is the ability to clonally propagate individual plants with rare or elite traits that has some of the most significant implications. This is particularly true for many long-lived species, such as conifers, but whose long generation times pose substantive challenges, including increased recalcitrance for SE as plants age. Identification of a clonal line of somatic embryo-derived trees whose shoot primordia have remained responsive to SE induction for over a decade, provided a unique opportunity to examine the molecular aspects underpinning SE within shoot tissues of adult white spruce trees.

**Results:**

Microarray analysis was used to conduct transcriptome-wide expression profiling of shoot explants taken from this responsive genotype following one week of SE induction, which when compared with that of a nonresponsive genotype, led to the identification of four of the most differentially expressed genes within each genotype. Using absolute qPCR to expand the analysis to three weeks of induction revealed that differential expression of all eight candidate genes was maintained to the end of the induction treatment, albeit to differing degrees. Most striking was that both the magnitude and duration of candidate gene expression within the nonresponsive genotype was indicative of an intense physiological response. Examining their putative identities further revealed that all four encoded for proteins with similarity to angiosperm proteins known to play prominent roles in biotic defense, and that their high-level induction over an extended period is consistent with activation of a biotic defense response. In contrast, the more temperate response within the responsive genotype, including induction of a conifer-specific dehydrin, is more consistent with elicitation of an adaptive stress response.

**Conclusions:**

While additional evidence is required to definitively establish an association between SE responsiveness and a specific physiological response, these results suggest that biotic defense activation may be antagonistic, likely related to the massive transcriptional and metabolic reprogramming that it elicits. A major issue for future work will be to determine how and if suppressing biotic defense activation could be used to promote a physiological state more conducive to SE induction.

## Background

Plant somatic embryogenesis (SE) has become an established biotechnology within the horticulture, agriculture and forest industries, providing the capability for commercial-scale production of clonal seedlings [1-3]. However, the efficiency of inducing embryogenic tissue formation (SE induction) continues to be problematic, particularly in woody species such as conifers. For example, although zygotic embryos from a few species belonging to the *Pinaceae* family are highly responsive, many other conifer species are either completely nonresponsive or produce efficiencies too low to be commercially viable. An even more prominent issue is the recalcitrance of tissues from adult trees, which, if overcome, would allow unlimited propagation of individual trees with elite characteristics [4].

While judicious manipulation of induction media has found success in improving SE induction efficiency from zygotic embryos, particularly for pines [3], successful application to vegetative tissues has to date been marginal, at best [4,5]. In addition, although many physiological and genetic factors impacting SE induction have been documented for angiosperms [6-8], lack of an effective experimental system has impeded efforts to identify even the most fundamental aspects underpinning SE induction within vegetative tissues of conifers.

In an attempt to address this deficiency, experiments initiated over a decade ago targeted somatic embryo-derived white spruce trees with the expectation that they would have a greater propensity for SE induction than trees grown from seed. This led to the identification of a clonal line of white spruce that produced shoot buds that have remained responsive to SE induction even after reaching sexual maturity [9]. Combined with advances in conifer genomics [10-12], this presented an unprecedented opportunity to explore the molecular aspects of SE induction within shoot primordia of adult spruce trees.

Using a recently constructed conifer 32 K oligo-probe microarray [12], transcriptome-wide expression profiling led to the identification of four of the most differentially expressed genes within this and a nonresponsive genotype at day 7 of induction. Expanding the analysis to day 21 using absolute qPCR revealed substantive differences in the expression dynamics of these candidate genes. Most evident was that both the magnitude and duration of candidate gene expression were greater within the nonresponsive genotype, which is indicative of an intense physiological response to the induction treatment that may be antagonistic to SE induction. Examination of their putative identities further revealed that this intense response may be a result of biotic defense elicitation, whereas the moderate response of the responsive genotype is suggestive of an adaptive response.

## Results

### Induction of somatic embryogenesis within primordial shoots

A detailed description of SE induction within primordial shoot explants of the responsive genotype (G6) has previously been described [9]. Briefly, buds were disinfected, primordial shoots excised and cut into sections before being placed onto SE induction medium (Figure 1A). With the expectation that differential gene expression could be associated with the responsiveness (or lack thereof) to SE induction, microarray analysis was conducted with RNA extracted from explants following one week of induction (Figure 1B). Selection of this time point was based on empirical observations suggesting that it was sufficiently early to avoid biases produced by embryonal mass formation, which could confound identification of genes associated with SE induction, rather than those that become active during embryogenesis. During the first two weeks of induction, explants of both G6 and that of a nonresponsive genotype (G12) were characterized by elongation of the needle primordia and formation of small amounts of callus on the cut surfaces and at the bases of elongated needle primordia. During the third week of induction, some of the G6 explants produced nodules on the elongated needle primordia or within the callus, along with minute amounts of embryonal masses (EM) that marked the initiation of SE (Figure 1C). During the fourth week of induction, some of the G6 explants generated rapidly proliferating EM (Figure 1D). After 16 weeks, 22 of 480 (4.6%) G6 shoot explants produced EM, while none of the 480 G12 explants responded.

**Figure 1:**
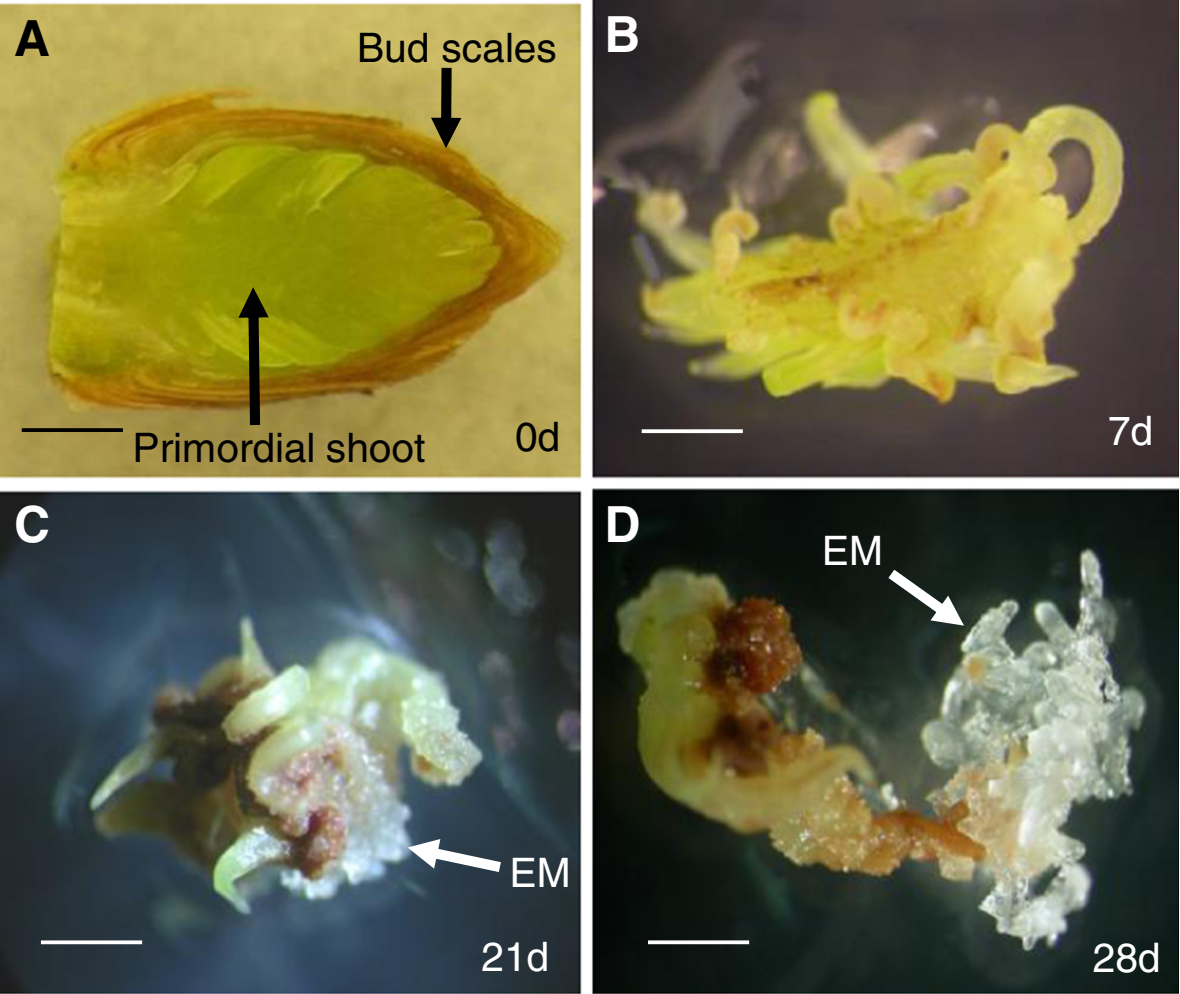
**SE induction within primordial shoots of adult white spruce trees. (A)** Longitudinally sectioned preflush bud representative of those collected for SE induction. **(B)** A shoot primordium explant following one week of induction treatment, the time point at which tissues were collected for microarray analysis. **(C)** Formation of embryonal masses (EM) that occurs within some of the G6 explants after about three weeks of induction. **(D)** Subsequent proliferation generates EM that can then be subcultured and used to generate unlimited numbers of seedlings that are clones of the parental tree from which the buds were collected. d: days of induction treatment, bars = 0.8 mm.

### Microarray analysis and selection of candidate genes

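Gene expression was measured on 20 one-color oligonucleotide arrays, in 4 groups of 5. The tissue was the shoot primordium of white spruce, taken from buds of 9-year-old trees that had themselves been grown from somatic embryos. Genotype G6 can form embryonal masses in culture, whereas no G12 explant did. Day 0 samples were taken straight from the tree. Day 7 samples had spent 7 days on a medium holding 9.5 μM of the synthetic auxin dichlorophenoxyacetic acid and 4.5 μM of the cytokinin benzyl adenine. Before that their buds had been disinfected and the shoots taken out and cut lengthwise. No cut explant cultured without the hormones was measured. A change by day 7, called a treatment effect below, therefore combines cutting, culture and medium, which cannot be told apart. Each sample pooled about 80 mg of tissue from 6 buds. The paper and the sample labels call the 5 samples of a group biological replicates, but neither ties a sample to a single tree, so p-values measure the spread between pooled samples from several clonal trees of each genotype. Each array holds 32144 spruce probes, which the paper calls targets, among 34992 spots, of which 1574 were buffer or empty. Amplified RNA labeled with an AlexaFluor dye was hybridized, and the images were read in a top and a bottom part that were later fused. The files used give each spot's intensity and local background. The authors' own deposited table holds log2 values that follow the background-subtracted signal and share 1 distribution over all arrays. Here the intensities were background corrected with limma's normexp method (offset 50), put on the log2 scale and quantile normalized. Groups were compared by a linear model over all 20 arrays, and p-values were adjusted over all probes by the Benjamini-Hochberg procedure. The offset shrinks ratios of dim probes. A further 213 spots of 104 probes that the image software had marked to be ignored were left out. Between 15534 and 20441 probes per array were above background, meaning above the 95th percentile of that array's buffer and empty spots. The median was 17546 for G12 and 16982 for G6 at day 0, and 18829 for G12 and 18850 for G6 at day 7. Where no array of a group was above background for a probe, the ratio is given as a lower bound ("at least"), with each array of that group set to the lowest value of any probe above background on it where the probe lay lower. The image names place the arrays on 3 scan days. Scan day 1 held 2 G12 day 0, 1 G12 day 7, 1 G6 day 0 and 4 G6 day 7 arrays, and scan day 2 held 3, 1, 3 and 1 of them. Scan day 3 held 3 G12 day 7 arrays and 1 G6 day 0 array, which allow no contrast. Results are therefore also given with scan day as a block and within scan days 1 and 2. The arrays of a scan day are among those that gave the calls, so a direction kept within it is not independent evidence. Probes were named from the first 1008 of the 6613 rows of Additional file 1, of which 712 carry a description, most often a match to an Arabidopsis or pine sequence. Gene families were drawn from these descriptions by search terms written after the descriptions and the paper's values in those rows had been seen. The rows are sorted on the ratio of G6 to G12 at day 7 and all 1008 were higher in G6, so a family's excess in G6 at day 7, and its larger response in G6, is built into how its members were found. The sheet has 6613 rows for an array of 32144 probes. How its rows were chosen could not be checked. If they were picked for a change on these same arrays, a high share of calls in a family is built in as well.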

The microarray analysis was conducted using explants taken at the point of collection (day 0) and after one week of SE induction (day 7), with five biological replicates analyzed for each genotype per time point (see Methods for additional details). 

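Pathogenesis-related proteins and class III peroxidases rose in both genotypes after 7 days on induction medium, while most histones and cell cycle genes fell. All 6 pathogenesis-related proteins rose in G12 and in G6. A class I chitinase, an enzyme that cleaves fungal cell walls (Spruce_05893), rose by a log2 ratio of 6.75 in G12 and 7.37 in G6 (standard error 0.28 each, n = 5 arrays per group), and a thaumatin (Spruce_27990) by 5.83 and 7.04 (standard error 0.59). Of 5 class III peroxidases, secreted enzymes that act on the cell wall, 4 rose in G12 and 5 in G6, led by Spruce_26598 (6.93 and 7.35, standard error 0.38). Of 15 core histones, 13 fell and 2 rose in each genotype. Histone H3 (Spruce_00987) had log2 ratios of -3.03 in G12 and -2.52 in G6 (standard error 0.23), whereas both probes that rose match the H2A histone HTA12 (Spruce_25821, 2.06 and 3.34, and Spruce_06931, 0.62 and 1.15, the latter named after its values were seen). Of 14 probes found by the terms for the cell cycle and the cytoskeleton of dividing cells, 12 fell and 1 rose in G12 and 10 fell and 1 rose in G6. The mitotic cyclin CYCB1;3 (Spruce_16376) was among those that fell, at -3.51 and -2.21, and the one that rose was an ATPase of the CDC48 type (Spruce_23973, 3.28 and 3.76), which is not restricted to division. The 18 enzymes of phenylpropanoid and flavonoid synthesis went both ways, with 9 up and 8 down in G12 and 10 up and 6 down in G6. The cinnamyl alcohol dehydrogenase CAD6 (Spruce_15880), of lignin synthesis, rose at least 19.3-fold in G12 and by 5.09 in G6. A flavonol synthase (Spruce_07282) had log2 ratios of -6.36 and -4.35, with 2 of 5 arrays above background in G12 at day 7. A caffeoyl-CoA O-methyltransferase (Spruce_04013), outside these lists, had the lowest ratios of any described probe, -6.66 in G12 and -4.84 in G6. The shares of calls in these families exceed those over all probes (32.8% in G12 and 31.0% in G6), but their members come from a sheet that may list only changed probes. Across all probes, 10544 of 32140 passed an adjusted p of 0.05 in G12 (4804 rose, 5740 fell) and 9972 of 32143 in G6 (4542 rose, 5430 fell). The excess of falls depends on the scaling: 45.6% of the calls rose in G12 and 45.5% in G6, against 38.4% and 40.6% with the 75th percentile of the arrays equalized and 52.2% and 52.3% with cyclic loess, where rises are the majority. Adjusted over the list alone, the counts were the same except that 11 cell cycle genes fell and 2 rose in G6, and 7 phenylpropanoid enzymes fell in G6. With scan day as a block, 9390 passed in G12 and 9610 in G6, of which 8816 and 8661 were among those above, while 1 histone rose in G12, 11 cell cycle genes fell in G12, and 9 fell and 2 rose in G6. On scan days 1 and 2 alone, 98.3% and 97.6% of the G12 calls and 99.0% and 99.8% of the G6 calls kept their direction, though these arrays also gave the calls. The median log2 ratios of the histones were -1.83, -1.92 and -2.07 in G12 with the block, on scan day 1 and on scan day 2, and -1.54, -1.26 and -1.82 in G6. Those of the cell cycle genes were -2.28, -2.33 and -1.81 in G12 and -1.56, -1.67 and -1.73 in G6, those of the pathogenesis-related proteins 4.83, 4.14 and 5.10 and 5.44, 5.15 and 5.82, those of the peroxidases 3.11, 2.97 and 3.45 and 5.46, 5.48 and 5.22, and those of the phenylpropanoid enzymes 0.38, 0.02 and 0.69 and 1.30, 1.05 and 1.29. The 75th percentile scaling in place of quantile normalization moved the median ratio of all probes from -0.04 to -0.34 in G12 and from -0.04 to -0.20 in G6, and the medians of these families kept their signs.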

Intra-genotype differences between day 0 and 7 were substantive, with 4381 and 5807 targets being differentially expressed within G12 and G6, respectively (Figure 2A). 

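Most probes found by the term for ribosomal proteins fell in each genotype, and most genes of oxidant scavenging rose. Of 33 probes found by the term for ribosomal proteins, 30 fell and 2 rose in G12, and 22 fell and 2 rose in G6. A protein of the L7A family (Spruce_27315) had log2 ratios of -2.80 in G12 and -1.86 in G6 (standard error 0.41, n = 5 arrays per group). Both probes that rose match other kinds of protein, a sterile alpha motif protein (Spruce_20166, 1.67 and 2.09) and an adaptor of the Clp protease (Spruce_01473, 1.66 and 1.85). Of 13 genes of oxidant scavenging, 9 rose in G12 and 11 in G6, led by a glutathione S-transferase matching ERD9 (Spruce_19076, 5.13 and 5.39, standard error 0.25). The only one that fell in either genotype matches the dehydroascorbate reductase DHAR3 (Spruce_12144, -1.86 and -0.95). Of 16 probes found by the terms for auxin response, 10 rose and 5 fell in G12, and 11 rose and 3 fell in G6. The auxin carboxyl methyltransferase IAMT1 (Spruce_18174) rose at least 40.2-fold in G12 and at least 55.1-fold in G6. Those that fell in both match ARF2 (Spruce_17765, -1.75 and -0.68), IAA16 (Spruce_13495, -2.05 and -1.40) and SAR1 (Spruce_06830, -1.18 and -0.93). A second ARF2 match (Spruce_12621, -0.95) and an ARF GTPase activating protein (Spruce_14712, -0.54), which acts in membrane traffic and not in auxin response, fell in G12. Another of that kind, matching AGD8 (Spruce_25020), is among the rises in G6 (0.64). Apart from ARF2 and DHAR3 these fallers, and AGD8, were named after their values were seen. All 3 dirigent-like proteins, which guide lignan coupling, rose in G6 and 2 in G12, for example Spruce_20671 (1.57 in G12 and 2.45 in G6). In all, 7822 probes passed in both genotypes, which is 61.6% of the 12694 that passed in either. Of these, 3618 rose in both and 4194 fell in both. The other 10 went in opposite directions, among them the cyanoalanine synthase CYSC1 (Spruce_10732), at -2.03 in G12 and 1.86 in G6. A further 2722 passed in G12 alone and 2150 in G6 alone. Adjusted over the list alone, 24 ribosomal probes fell in G6 and 6 auxin genes fell in G12, and the other counts stayed. Blocking on scan day gave 26 ribosomal falls in G12 and 17 in G6, 10 oxidant scavenging rises in G6, and 4 auxin falls in G12 and 2 in G6. With the block 6770 probes passed in both genotypes and 12230 in either, and their overlap with the 7822 and 12694 was not counted. The median ratios of the ribosomal probes were -1.28, -1.13 and -1.30 in G12 with the block and on scan days 1 and 2, and -0.79, -0.97 and -0.88 in G6. They were 1.73, 1.55 and 1.73 and 1.74, 1.47 and 2.05 for oxidant scavenging, 1.63, 1.10 and 1.06 and 1.59, 0.93 and 1.77 for auxin response, and 1.64, 2.06 and 0.66 and 2.21, 2.21 and 2.01 for dirigent-like proteins.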

Although this includes 3602 targets that were shared, the total number of differentially expressed targets (6586) represents a sizeable proportion of the 23,854 distinct white spruce genes represented on the microarray [12]. 

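A copper/zinc superoxide dismutase matching CSD1 (Spruce_28875), which removes superoxide, separated the genotypes at both days. It was above background on all 10 G6 arrays and on 0 of 10 G12 arrays, so G6 exceeded G12 at least 12.6-fold at day 0 (adjusted p = 9.29e-12) and at least 14.6-fold at day 7 (adjusted p = 2.28e-12). A peroxidase matching RCI3 (Spruce_04243) was likewise not above background on any G12 array, and was higher in G6 at least 1.86-fold at day 0 and at least 8.84-fold at day 7. At day 0, G6 was also higher for a leucine-rich repeat protein (Spruce_09158, log2 ratio 3.22, standard error 0.18, n = 5 arrays per group) and for a pair of gamma-thionins, small antimicrobial peptides (Spruce_02383, 2.66, standard error 0.35, and Spruce_09376, 2.11, standard error 0.30). The leucoanthocyanidin dioxygenase LDOX (Spruce_29062), of anthocyanin synthesis, was lower in G6 at -2.21 (standard error 0.42), as was the inositol monophosphatase IMPL1 (Spruce_21261) at -0.97. At day 7, G6 was higher for the cysteine synthase OASA1 (Spruce_15408, 3.30, standard error 0.19), for the aquaporin-like channel NIP1;2 (Spruce_15672, at least 5.69-fold) and for the laccase LAC12 (Spruce_13243, 1.92). A ribosomal protein matching RPL35D (Spruce_19126) was higher at both days, at 2.41 and 1.72. Probes higher in G12 at day 7 carry no description here apart from the paper's own candidates. In all, 434 probes differed at day 0 (232 higher in G6, 202 in G12) and 861 at day 7 (487 and 374), and 131 did so at both days, 129 of them in the same direction (84 higher in G6 and 45 in G12). Blocking on scan day gave 518 at day 0 and 917 at day 7, sharing 413 and 569 with those counts, and all 18 named probes at day 0 and 53 of 58 at day 7 still passed. Counts within a scan day are not given. Scan day 1 has 1 G6 array at day 0 and 1 G12 array at day 7, and scan day 2 has 1 array of each genotype at day 7. At least 96.4% of the calls at either day kept their direction within each scan day. The day 7 count was 572 without G6 day 7 replicate 2, and with the block 531 probes differed at day 0 and 265 at day 7 without G12 day 7 replicate 1.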

An inter-genotype comparison reveals many small differences, with 167 targets differing significantly at day 7, as compared to 27 targets at day 0 (Figure 2B). 

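Heat shock genes and transcription factors moved within both genotypes in mixed directions. Of 16 probes found by the terms for heat shock proteins and chaperones, 11 fell and 4 rose in G12, and 8 fell and 5 rose in G6. The mitochondrial chaperone HSP60 (Spruce_15872) had a log2 ratio of -2.63 in G12 (standard error 0.22, n = 5 arrays per group) and -2.29 in G6. Those that rose were a DnaJ co-chaperone (Spruce_06690, 2.62 in G12 and 3.05 in G6), HSP18.2 (Spruce_21580, 2.51 and 2.81) and other small heat shock proteins, of which Spruce_29093 (1.73 and 2.14) and Spruce_25131 (1.02 and 1.35) rose in both and Spruce_10751 (1.19) in G6. Among the falls are a phytochrome A match (Spruce_08465, -1.16 and -1.20) and a match to the Orange protein (Spruce_26435, -1.03 in G12), which are not heat shock proteins. Spruce_25131, Spruce_10751, Spruce_08465 and Spruce_26435 were named after their values were seen. Of 11 probes found by the terms for WRKY, AP2/ERF, NAC and MYB factors, 2 rose and 5 fell in G12 and 3 rose and 3 fell in G6. The drought-responsive factor DREB2A (Spruce_13392) rose by 1.86 in G12 and 2.52 in G6 and TINY2 (Spruce_30445) by 2.10 and 2.83, whereas the repressor ERF12 (Spruce_05582) had ratios of -3.58 and -2.08. A member that is not a transcription factor of these families is a nascent polypeptide-associated complex protein (Spruce_10355), found by the shared letters NAC, and another is a linker histone (Spruce_06614, -1.31 and -1.15), named after its values were seen. Of 6 cuticle and epidermis genes, 3 rose and 2 fell in G12 and 4 rose and 1 fell in G6, led by the lipase GLIP6 (Spruce_02809), which rose at least 10.4-fold and at least 21.3-fold. Of 4 secondary wall genes, 2 rose and 1 fell in G12 and 3 rose and 1 fell in G6. The laccase LAC3 (Spruce_01048) rose by 1.81 and 3.29, and the expansin ATEXPA1 (Spruce_23871), which loosens growing walls, had ratios of -4.21 and -2.67. Of a pair of sugar cleavage and transport genes, a sugar transporter (Spruce_29285) rose by 2.48 and 2.92, and a nucleotide-sugar transporter (Spruce_21727), which does not carry free sugars, had -0.81 in G12 with an adjusted p of 0.0554 once scan day was a block. Over the 7822 probes changed in both genotypes the median absolute log2 ratio was 1.35 in G12 and 1.27 in G6, and 57.0% had the larger ratio in G12. Across 32140 probes the ratios of the genotypes had a Pearson correlation of 0.914 and a Spearman correlation of 0.761, across probes, which are not independent replicates. The Pearson value was 0.875 with scan day as a block and 0.797 and 0.807 within scan days 1 and 2. Adjusted over the list alone, 1 more transcription factor rose in each genotype, 2 cuticle genes fell in G6 and 2 secondary wall genes fell in G12. Blocking on scan day gave 3 heat shock rises in G12, 7 heat shock falls in G6 and 4 falls of transcription factors in G6. The median ratios with the block and on scan days 1 and 2 were -1.24, -1.41 and -0.99 in G12 and -0.52, -0.38 and -0.78 in G6 for heat shock genes, -0.38, -0.93 and -0.73 and 0.54, 0.39 and 0.23 for the transcription factors, 0.38, 0.01 and 0.73 and 1.23, 1.01 and 1.12 for cuticle genes, 0.69, 0.26 and 0.28 and 2.18, 2.00 and 1.91 for secondary wall genes and 0.73, 0.07 and 1.01 and 1.38, 0.67 and 1.40 for sugar genes.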

Comparing the magnitude of intra-genotype fold-differences further supported the similarity of response to the induction treatment (Additional file 1). Such moderate differences suggest that the induction treatment generated a largely shared response with regards to the genes involved. However, this does not take into account quantitative differences in expression levels, an aspect that was examined during the qPCR analysis (see below).

**Figure 2:**
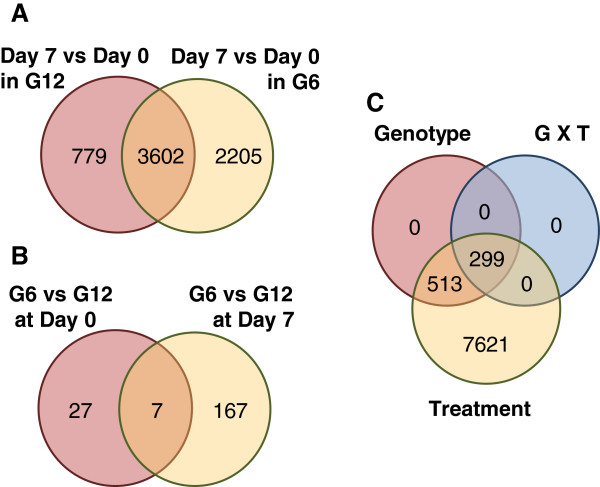
**Differential expression (DE) between genotypes and in response to one week of SE induction treatment. (A)** Intra-genotype DE produced by the seven day SE induction treatment (Student’s T-test; adjusted p-value <0.05). **(B)** Inter-genotype DE targets before and after the induction treatment (Student’s T-test; adjusted p-value <0.05). **(C)** DE in relation to genotype, treatment and interaction effects based on a two-way ANOVA (p-value < 0.05). No filtering was conducted based on the magnitude of fold difference and all statistical analyses were corrected for multiple testing.

To further investigate how genotype and the induction treatment interacted, a two-way ANOVA analysis was performed (Figure 2C). This revealed that 8433 targets were differentially expressed across all combinations, with about 90% responding solely in relation to the SE induction treatment. Furthermore, about 10% differed between the two genotypes, and about 3% showed a significant interaction between genotype and treatment. It is important to note that all targets showing a genotype effect also showed response to the SE induction, in which 37% showed a genotype X treatment interaction.

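Genes that responded to treatment in both genotypes included some of the largest changes on the array. An aspartyl protease (Spruce_26954) rose by a log2 ratio of 6.00 in G12 (standard error 0.19, n = 5 arrays per group) and at least 70.7-fold in G6, where no day 0 array was above background. A subtilase (Spruce_02505), another protease, rose by 5.79 in G12 and 5.77 in G6, and AILP1 (Spruce_09921) by 4.42 and 4.28. A senescence-associated protein (Spruce_15768) had ratios of -4.78 and -3.82, a gibberellin-responsive protein (Spruce_12607) -4.03 and -3.88, and the cytochrome P450 CYP71A23 (Spruce_12331) -4.30 and -3.36. With the arrays of both genotypes pooled, 13143 of 32140 probes showed a treatment effect, of which 5941 rose and 7202 fell. Treatment, genotype or their interaction passed for 13465 probes, and 12288 of these (91.3%) passed for treatment alone. With scan day as a block 12637 probes showed a treatment effect, though how many of them were among the 13143 was not counted.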

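CSD1 and a probe described as a viral movement protein (Spruce_10840) differed between the genotypes without a call for treatment. The ratio of day 7 to day 0 in G6 was 0.14 for CSD1 (Spruce_28875, adjusted p = 0.703). The movement protein had 0.08 in G12 and 0.20 in G6, and was higher in G6 by 2.27 at day 0 and 2.39 at day 7 (standard error 0.20, n = 5 arrays per group). Other genes responded to a different extent in each genotype. For CYSC1 the response in G6 exceeded that in G12 by 3.90 on the log2 scale (standard error 0.45), for LDOX by 3.21 (standard error 0.59), for OASA1 by 3.10 (standard error 0.27) and for NIP1;2 by 2.52. The same held for MEE59 (Spruce_24659), named for arrested embryos of the Arabidopsis mutant, at 2.53, for a pair of alpha/beta hydrolases (Spruce_15679, 2.67, and Spruce_21742, 2.42) and for a leucine-rich repeat protein (Spruce_02394, 2.15). A pectinesterase (Spruce_28249), which modifies wall pectin, rose at least 5.89-fold in G12 and at least 23.6-fold in G6, an interaction of 2.14. Of 32140 probes, 1118 had a genotype effect over both days (664 higher in G6, 454 in G12), which is 8.30% of the probes with any effect. Among these, 807 (72.2%) also had a treatment effect, 311 had no call for one, and 118 (10.6%) had an interaction. A missing call for the average over genotypes does not show that a probe did not respond. The interaction passed for 177 probes (1.31% of those with any effect), with the response greater in G6 for 103 and in G12 for 74. Blocked on scan day, 1427 probes had a genotype effect and 169 an interaction, 93 of which were among the 177, and 20 of the 23 named interactions still passed. Within scan days 1 and 2 all 23 named interactions kept their direction, on arrays that also gave the calls. The count of interactions was 116 without G6 day 7 replicate 3.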

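Between the genotypes at day 7, the described probes with the largest ratios in G6 were CSD1, the RCI3 peroxidase, OASA1 and members of the DHN1 dehydrin family, and in G12 the genes of the paper's G12 candidates. The 10 largest G6 ratios ran from a log2 of 3.11 for a DHN1 probe (Spruce_25506) to CSD1, and 4 of them, such as Spruce_21671, have no description here. Toward G12 the largest was a probe with no description here (Spruce_26963), at least 23.3-fold, which was above background on all 10 G12 arrays and on 0 of 10 G6 arrays. The next were the protease inhibitors PgPI20b (Spruce_22825) and PgPI20a (Spruce_25680). A ratio over 2-fold toward G6 was found for 342 probes, of which 271 passed the test of the difference, and one over 3-fold for 100, of which 96 passed. Toward G12 the numbers were 423 (242 passed) and 86 (73 passed), but they depend on single arrays: they were 692 and 138 without G12 day 7 replicate 2, and 653 over 2-fold without G6 day 7 replicate 1. The 10th largest ratio was 8.65-fold in G6 and 6.49-fold in G12. With scan day as a block the probes over 2-fold, in both directions together, numbered 1277 in place of 765, and within scan days 1 and 2 they numbered 3218 and 2851, where fewer arrays leave larger chance ratios.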

To identify candidate genes for qPCR analysis, the microarray data were sorted based on the largest fold differences relative to the other genotype at day 7 of induction (Additional file 1), which showed similar trends in both the number of targets and the magnitude of differential gene expression (Table 1). With the objective of selecting four candidate genes that most greatly differentiated each genotype at day 7, the most differentially expressed targets were examined in detail. This revealed that nine of the top 30 within G6 were found to be genes belonging to a small gene family encoding for three variants of an usual conifer-specific dehydrin called DHN1 (Figure 3A; Additional file 2), which has been identified previously in Norway spruce [13]. 

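Among the 30 largest ratios of G6 to G12 at day 7 there were 6 DHN1 probes, at ranks 3 (Spruce_15981, log2 ratio 3.90), 8 (Spruce_18408, 3.36), 10 (Spruce_25506), 19 (Spruce_27873, 2.49), 20 (Spruce_09510, 2.48) and 21 (Spruce_09769, 2.45). The other 3 DHN1 probes, Spruce_27435, Spruce_27485 and Spruce_10902, ranked 34, 37 and 56. Another 2 of the top 30 (Spruce_24799 and Spruce_06459) are annotated as dehydrins, hydrophilic proteins that accumulate in tissue losing water, without being listed as DHN1. Dehydrins as a family rose in both genotypes: of 19 probes, 15 rose and 1 fell in G12 and 17 rose and 1 fell in G6, and adjusted over the list alone 18 rose in G6, while 13 rose in G12 with scan day as a block. The one that fell matches ERD10 (Spruce_12511, -1.11 in G12 and -1.57 in G6). The family's median log2 ratio was 1.61 in G12 and 4.23 in G6, and 1.61, 1.57 and 1.28 in G12 and 4.19, 3.77 and 3.39 in G6 with scan day as a block and within scan days 1 and 2. The response was greater in G6 for 8 of the 19 (8 with the block, and 12 adjusted over the list alone), although the paper chose DHN1 on these same arrays and these counts are not independent evidence of that direction. Within scan day 2 alone, 2 DHN1 probes were in the top 30.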

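The 9 probes of DHN1 rose in both genotypes and differed between them at day 7, each past an adjusted p of 0.05. Averaged over the 9 probes on each array, DHN1 rose 41.4-fold in G6 (log2 ratio 5.37) and 7.52-fold in G12 (2.91), with a standard error of 0.29 on the log2 scale. These averages include a fitted value for 1 probe in each genotype that was above background on no day 0 array, Spruce_27435 in G6 (at least 17.2-fold) and Spruce_18408 in G12 (at least 2.44-fold), so they are not exact. All 5 day 7 arrays lay above all 5 day 0 arrays in each genotype (two-sided exact permutation test, p = 0.00794, the smallest that 5 arrays against 5 allow). At day 7 the average was 6.36-fold higher in G6 (log2 ratio 2.67, exact p = 0.00794), and at day 0 the log2 ratio was 0.21 (exact p = 0.349), or 0.99 on scan day 1 alone, which has 1 G6 and 2 G12 arrays of day 0. Single probes spread widely about the mean: the response in G12 ran from 0.84 for Spruce_15981 to 4.26 for Spruce_27485, and that in G6 from 4.24 for Spruce_10902 to 6.91 for Spruce_25506. Spruce_15981, the probe with the largest day 7 difference, passed in G12 with an adjusted p of 0.0174, which became 0.0712 with scan day as a block, and the call was lost without G12 day 0 replicate 2 (0.72), G12 day 7 replicate 3 (0.74) or G12 day 7 replicate 5 (0.65). Spruce_27485 differed at day 7 by 2.14 (adjusted p = 0.0189), or by 1.69 with the block (adjusted p = 0.166), and lost the call without G12 day 7 replicate 4 (2.04) or G6 day 7 replicate 2 (1.97). The averaged day 7 difference was 2.72 with the block, and 3.43 and 2.10 within scan days 1 and 2.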

Due to their high degree of similarity, these DHN1 genes were considered to represent a single target (Table 2). Of the three remaining G6 candidates, a putative identity was found for only one, showing a high degree of similarity to the apoplastic class III peroxidase, AtPrx52, from Arabidopsis (Additional file 3). The last two candidates both encode for unusual proteins that appear to be conifer-specific, containing repetitive segments rich in threonine-glutamine and proline, respectively (Figure 3B, C).

**Table 1:** Greatest differential expression within G6 and G12 at day 7 of induction based on microarray analysis

**Day 7**	**G6 / G12**	**G12 / G6**
>3-fold difference:	32 targets	30 targets
>2-fold difference:	110 targets	142 targets
Top 10:	4.9-8.2-fold	3.9-9.6-fold

**Figure 3:**
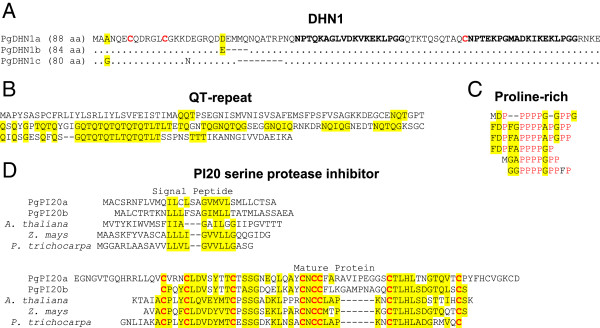
**Amino acid sequence alignments of the five most unusual candidate genes. (A)** DHN1, a conifer-specific dehydrin, was found to be composed of three variants (see Additional file 2 for more information). Conserved substitutions are highlighted in yellow and the two dehydrin domains are bolded. **(B, C)** QT-repeat and proline-rich candidates that appear to be unique to conifers, aligned to highlight their highly repetitive structure. **(D)** PgPI20a/b aligned with representative angiosperm homologs, which encode for highly conserved, small molecular weight serine protease inhibitors belonging to an unassigned subclass of the MEROPS I20 family (MER201390). *Populus trichocarpa* (EEF00358), *Arabidopsis thaliana* (At1G72060), *Zea mays* (EF406275). See Additional file 3 for amino sequence alignments of the remaining three candidates.

**Table 2:** G6 candidate genes showing the largest fold differences relative to G12 at day 7 of induction

** Acronym**	**Putative ID**	**G6 / G12**	**G6 / G12**	**G6**	**G12**	**UniGene**
		**Day 0**	**Day 7**	**Day 7/0**	**Day 7/0**	
DHN1a	Dehydrin	1.04	**5.29**	16.98	3.65	Pgl.27264
DHN1b						Pgl.27244
DHN1c						Pgl.12105
QT-repeat	Unknown	1.00	**5.45**	12.42	2.28	Psi.6570
PgPrx52	Class III Peroxidase	1.00	**4.34**	7.28	1.68	Pgl.27374
Proline-rich	Unknown	1.00	**3.57**	3.57	1.00	Pgl.22151

Fold differences between day 0 and 7 within each genotype are also listed for each candidate gene, along with their UniGene accession number. The DHN1 dehydrin candidate was found to be encoding for three closely related variants (Figure 3A, Additional file 2).

Putative identities were found for all four of the G12 candidates (Table 3). The top two were found to encode for closely related proteins with high levels of sequence similarity to an unusual class of serine protease inhibitor that is highly conserved throughout the Angiospermae, and predicted to have an amino terminal signal peptide based on SignalP 4.0 analysis [14] (Figure 3D). Another striking feature of these protease inhibitors is the presence of eight conserved cysteine residues that conform to the CRP5550 class of small cysteine-rich peptides, a very large family of excreted peptides that include defensins, along with many other antimicrobial proteins [15]. Like that of the G6 PgPrx52, the third G12 candidate encodes for an apoplastic class III peroxidase, but which is most similar to Arabidopsis AtPrx21 (Additional file 3). The remaining G12 candidate encodes for a cell wall invertase most similar to the Arabidopsis AtcwINV1 (Additional file 3).

**Table 3:** G12 candidate genes showing the largest fold differences relative to G6 at day 7 of induction

**Acronym**	**Putative ID**	**G12 / G6**	**G12 / G6**	**G12**	**G6**	**UniGene**
		**Day 0**	**Day 7**	**Day 7/0**	**Day 7/ 0**	
PgPI20a	Protease inhibitor	1.00	**9.56**	46.19	4.83	Pgl.12024
PgPI20b	Protease inhibitor	1.00	**8.89**	24.96	2.81	Pgl.12581
PgPrx21	Class III Peroxidase	1.00	**7.27**	9.24	1.27	Pgl.6064
PgcwINV1	Cell wall invertase	1.00	**6.94**	17.02	2.45	Pgl.11929

Fold differences between day 0 and 7 within each genotype are also listed for each candidate gene, along with their UniGene accession number.

With respect to changes in expression over time, comparing day 7 with day 0 revealed that all but one of the candidate genes increased significantly within both genotypes, with no example of a reduction in gene expression in the apposing genotype. This indicates that differential expression at day 7 was due to higher levels of activation within the originating genotype (Tables 2 and 3). Also notable is that the expression of all but one of the G12 candidates increased to greater levels within the G12 explants than that of the G6 candidates within the G6 explants, suggesting that a major distinguishing characteristic of the nonresponsive G12 genotype is higher levels of candidate gene activation.

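All 16 probes of the 8 candidates rose from day 0 to day 7 in both genotypes at an adjusted p under 0.05. Of the G6 candidates, the QT-repeat gene (Spruce_07925) rose 32.6-fold in G6 (log2 ratio 5.03) and 9.49-fold in G12 (3.25, standard error 0.29 each). By qPCR the paper found very low levels of this gene in G12 at day 7, and it doubts that the methods can be compared there. The peroxidase PgPrx52 (Spruce_00708), not above background on any day 0 array, rose at least 29.9-fold in G6 and at least 5.77-fold in G12. The proline-rich gene (Spruce_14715) rose 9.73-fold in G6 and 2.13-fold in G12 (1.09, standard error 0.20, adjusted p = 0.000123), the smallest rise of any candidate after the DHN1 probe described above.
Of the G12 candidates, the serine protease inhibitor PgPI20a (Spruce_25680) rose 128-fold in G12 (log2 ratio 7.00, standard error 0.29) and at least 12.9-fold in G6. PgPI20b (Spruce_22825) rose 105-fold in G12 (6.71, standard error 0.52) and 8.57-fold in G6 (3.10). The peroxidase PgPrx21 (Spruce_16777) rose 37.0-fold in G12 and 3.42-fold in G6 (1.77, standard error 0.21). The cell wall invertase PgcwINV1 (Spruce_22616), which splits sucrose outside the cell, rose 69.2-fold in G12 (6.11, standard error 0.42) and at least 6.54-fold in G6. At day 0 in G12, PgPI20a, PgPI20b, PgPrx21, the QT-repeat and the proline-rich gene were above background on 1 of 5 arrays each and PgcwINV1 on 2. In G6, PgPI20b and PgPrx21 were so on 2 of 5. The sizes of these rises are therefore uncertain. Blocked on scan day, the lowest log2 ratio of the 7 candidates other than DHN1 was 1.25 and within a scan day it was 0.99, both for the proline-rich gene in G12, the latter on scan day 1.

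**Figure D1:**
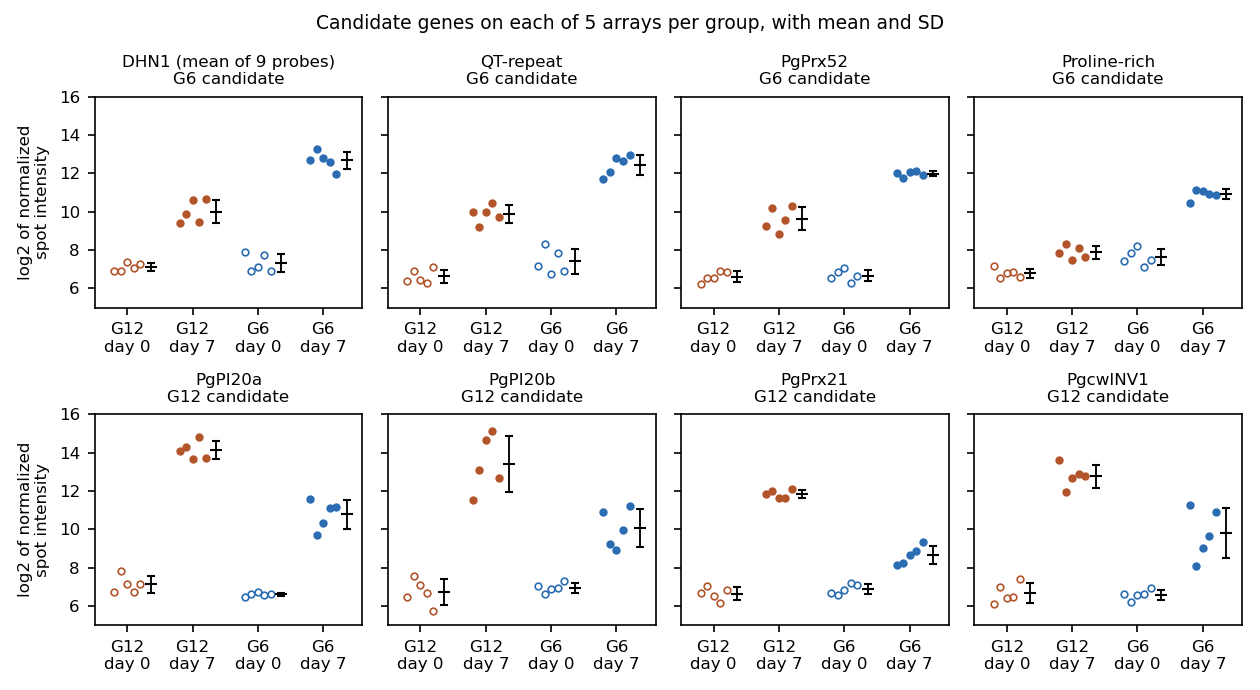
Log2 normalized spot intensity (vertical axis) of the 8 candidates on each of the 5 arrays of each group, with open circles for day 0 and filled circles for day 7, and the mean and SD at the right of each group. In each panel the filled circles of both genotypes lie above the open circles of the same genotype, and at day 7 the candidate's own genotype lies above the other.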

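At day 7 each candidate was higher in its own genotype, as it was chosen to be: the paper picked the candidates on these same arrays for their large day 7 ratios, so the p-values for day 7 and for the interaction are not independent evidence of either. G6 was higher by a log2 ratio of 3.02 for the proline-rich gene (standard error 0.20, n = 5 arrays per group, adjusted p = 8.17e-10), 2.56 for the QT-repeat gene (standard error 0.29, adjusted p = 4.60e-06) and 2.35 for PgPrx52 (adjusted p = 3.70e-07). G6 was lower by log2 ratios of -3.37 for PgPI20b (standard error 0.52, adjusted p = 0.000277), -3.34 for PgPI20a (adjusted p = 4.77e-08), -3.20 for PgPrx21 (adjusted p = 6.45e-10) and -2.98 for PgcwINV1 (standard error 0.42, adjusted p = 0.000105). These became, with scan day as a block, 2.90, 2.64, 2.39, -2.44, -3.35, -3.13 and -2.84 in that order, and all passed. Within scan days 1 and 2 the order of the genotypes was the same for each, with PgcwINV1 at -4.10 and -1.02.
The response itself also differed. The rise in G6 exceeded that in G12 by 2.46 for the DHN1 average (standard error 0.41), with 7 of its 9 probes past the interaction test, by 2.31 for PgPrx52 (adjusted p = 0.000452) and by 2.19 for the proline-rich gene (adjusted p = 0.000188). It fell short of that in G12 for PgPrx21 (-3.44, adjusted p = 4.38e-07) and PgPI20a (-2.83, adjusted p = 0.000543). The interaction was 1.78 for the QT-repeat gene (adjusted p = 0.0478), -2.89 for PgcwINV1 (adjusted p = 0.0204) and -3.61 for PgPI20b (adjusted p = 0.0166), and these 3 no longer passed with scan day as a block (adjusted p = 0.109, 0.118 and 0.219). The blocked ratios were 1.89, -2.71 and -2.38 in that order, so only that of PgPI20b shrank much. Leaving out 1 array ended the call for the QT-repeat gene in 16 of 20 cases, all except G6 day 0 replicates 2 and 4, G12 day 7 replicate 4 and G6 day 7 replicate 1, at ratios of 1.59 to 1.88, and for PgcwINV1 without G6 day 7 replicate 3 (-2.71). For PgPrx52 in both genotypes, for PgPI20a, PgcwINV1 and the DHN1 probe Spruce_27435 in G6, and for the DHN1 probe Spruce_18408 in G12, no day 0 array was above background, so the sizes of their interactions, and that of the DHN1 average, are uncertain. The paper found a significant rise in both genotypes for every candidate except 1, and no fall in the opposing genotype. From this it infers that the difference at day 7 came from stronger activation in the genotype where each candidate was found.

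**Figure D2:**
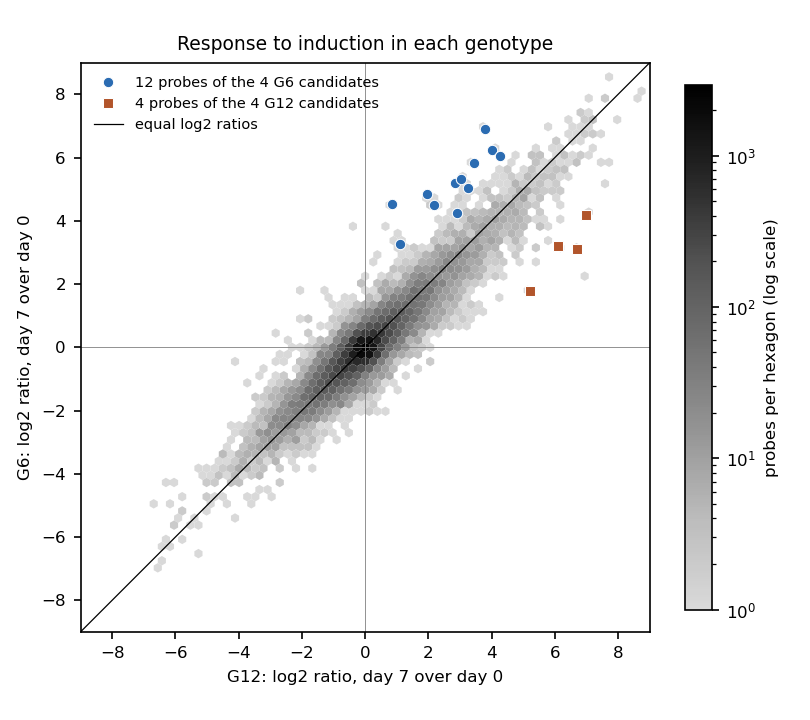
Log2 ratio of day 7 to day 0 in G12 (horizontal axis) against that in G6 (vertical axis) for 32140 probes, drawn as hexagons shaded by the number of probes, with the 12 probes of the G6 candidates as circles and the 4 probes of the G12 candidates as squares. The line marks equal ratios. All 16 candidate probes lie at positive ratios in both genotypes, the circles above the line and the squares below it.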

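Averaged over their probes, the 4 G12 candidates rose by a log2 ratio of 6.26 in G12 (standard error 0.30) and the 4 G6 candidates by 4.75 in G6 (standard error 0.10), a difference of 1.51 (standard error 0.32). In the opposing genotype the G12 candidates rose by 3.07 and the G6 candidates by 2.57. In each of these 4 comparisons all day 7 arrays lay above all day 0 arrays (n = 5 each, two-sided exact permutation p = 0.00794). Within their own genotypes, the fitted rises of PgPI20a, PgPI20b and PgcwINV1 lay above those of all 4 G6 candidates, and that of PgPrx21 above those of the QT-repeat and the proline-rich genes. Only PgPI20a (Spruce_25680) kept that place within both scan days: PgPI20b (Spruce_22825) had 4.52 on scan day 1, below DHN1, QT-repeat and PgPrx52, and PgcwINV1 (Spruce_22616) had 5.19 on scan day 2, below QT-repeat and PgPrx52. Levels of different probes on an array are not comparable. At day 0 in G12, PgPI20a, PgPI20b and PgPrx21 were above background on 1 of 5 arrays each and PgcwINV1 on 2. In G6, PgPrx52 was so on 0 and the QT-repeat gene on 3. Rises from values so near background depend largely on how bright a probe was at day 7, so the difference of 1.51 is uncertain. The rises of PgPrx52, and of PgPI20a and PgcwINV1 in G6, are known only as bounds, so no candidate is shown to exceed PgPrx52. The difference was 1.25 with scan day as a block, and 1.09 and 1.54 within scan days 1 and 2. From this comparison the paper proposes that stronger activation of its candidates sets the nonresponsive genotype apart.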

### Concordance of microarray analysis with absolute qPCR

Conducting absolute quantification greatly increased the resolution of the analysis, in addition to allowing the expression of any gene to be directly compared with that of any other gene, within and between multiple samples. This was accomplished using a method developed by our group called LRE qPCR that greatly simplifies absolute quantification, in large part by abrogating the need to construct target-specific standard curves [16-18].

As is described in the Methods section, expression analysis of nine reference genes revealed that within the five biological replicates taken for each time point used in the microarray analysis, the average variance was found to be about ±20% (intra-sample group variance), which is in part indicative of the analytical precision that can be achieved with LRE qPCR [17]. Furthermore, when their average expression level was compared across the four sample groups, six of nine references generated inter-sample group variances below ±20%, reflective of a remarkably low level of biological variability within this experimental system. This in turn circumvented the need to conduct reference gene normalization as is commonly practiced for qPCR-based gene expression analysis, particularly for those employing relative quantification [19-22].

Table 4 summarizes the expression levels of the eight candidate genes, revealing that expression at day 0 was low for all the candidate genes within both genotypes, ranging from 5.6 to 534 transcripts per 10 ng RNA. Although the biological perspective of such a small dataset is necessarily limited, this does suggest that all of the candidate genes were relatively quiescent at the point of bud collection. In addition, consistent with that predicted by the microarray analysis, activation of the G12 candidates within the G12 explants was on average 9-fold higher than that of the G6 candidates within the G6 explants.

**Table 4:** Average transcript quantities of the candidate genes within the four sample groups used in the microarray analysis

**Target**	**G6 Explants**		**G12 Explants**	
	**Day 0**	**Day 7**	**Day 0**	**Day 7**
**G6**				
QT-repeat	204 ±58.8%	11,300 ±10.8%	22.6 ±74.3%	33.3 ±46.4%
DHN1	217 ±63.1%	32,500 ±60.8%	135 ±61.2%	7,890 ±47.5%
PgPrx21	34.7 ±59.2%	8,020 ±28.6%	8.0 ±78.8%	1,000 ±28.9%
Proline-rich	534 ±28.7%	4,120 ±35.0%	442 ±40.8%	1,730 ±13.3%
**G12**				
PgPI20a	16.8 ±117.3%	4,290 ±60.2%	155 ±81.8%	193,700 ±44.7%
PgPI20b	5.6 ±108.3%	8,080 ±79.0%	55.8 ±79.0%	162,500 ±40.2%
PgPrx52	63.0 ±32.4%	583 ±81.4%	179 ±51.7%	27,100 ±27.8%
PgcwINV1	34.3 ±47.8%	18,065 ±60.0%	8.6 ±48.2%	122,100 ±56.6%

Quantities are expressed as the number of transcripts per 10 ng RNA ± CV (coefficient of variation = (standard deviation/average) x 100%). Individual quantifications are provided in Additional file 7.

Table 5 compares the relative differences in candidate gene expression between the two genotypes at day 7, which provides broad confirmation of the microarray analysis. For example, the relative ranking based on the magnitude of fold differences, as predicted by microarray and qPCR quantification, is in general agreement within and between the two groups of candidate genes. One obvious exception is the qPCR-derived ratio for the QT-repeat candidate of 340-fold. However, this is a result of the very low expression levels within the G12 explants at day 7 (Table 4), bringing into doubt the comparability with the microarray analysis. These datasets also reflect the limited biological perspective that can be achieved with analysis of only two time points. A major aspect of this study was thus to exploit the high capacity of LRE qPCR to expand the analysis to day 21 of induction.

**Table 5:** Fold differences in candidate gene expression as determined by microarray and absolute qPCR quantification

**G6/G12**			**G12/G6**		
**Target**	**Microarray**	**qPCR**	**Target**	**Microarray**	**qPCR**
QT-repeat	5.45	340	PgPI20a	9.56	45.1
DHN1	5.29	4.12	PgPI20b	8.89	20.1
PgPrx21	4.34	8.02	PgPrx52	7.27	46.5
Proline-rich	3.57	2.38	PgcwINV1	6.94	6.76

### Profiling the dynamics of candidate gene expression

Expanding the analysis to day 21 by including three additional time points (3, 15 and 21 days) allowed the dynamics of candidate gene expression to be defined in greater detail. For example, within the G6 explants the QT-repeat candidate expression reached near maximal levels by day 3, a level that was maintained up to day 21, whereas within the G12 explants, its expression was nearly absent throughout the entire induction treatment (Figure 4A). Extensive differential expression was also revealed for the apoplastic peroxidase PgPrx52 within the G6 explants, reaching maximal expression by day 3, but falling 3-fold by day 7, to a level that was maintained up to day 21 (Figure 4B).

**Figure 4:**
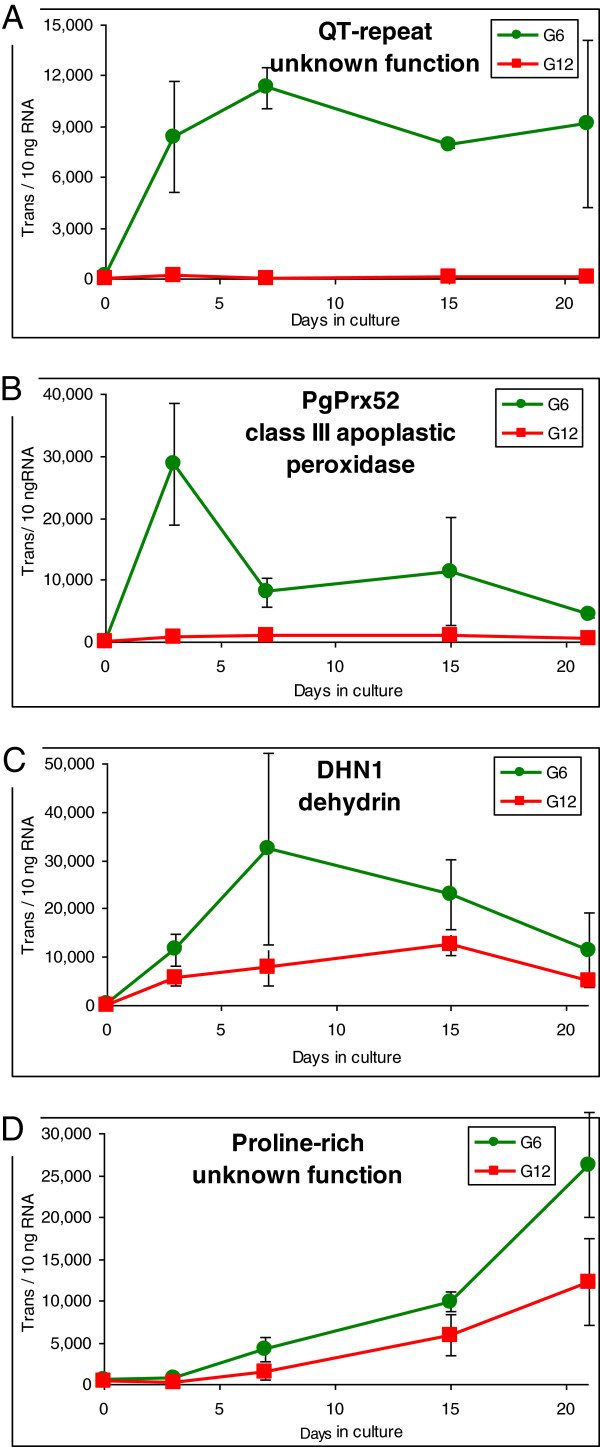
**Expression profiling of the G6 candidate genes during 21 days of SE induction.** Each point represents the average quantity expressed as the number of transcripts per 10 ng RNA with the standard deviation presented as bars. Individual quantifications are provided in Additional file 7.

The dynamics of DHN1 expression was similar in nature to PgPrx52, peaking at day 7 followed by a progressive 3-fold reduction by day 21 within the G6 explants, indicative of an early, transient-like activation (Figure 4C). However, DHN1 expression was not only apparent within the G12 explants, but progressively increased up to day 15, suggesting that activation of this G6 candidate gene is much less genotype-specific. While differential expression of the proline-rich candidate was maintained up to day 21, both genotypes generated similar expression dynamics, again reflective of modest, if any, genotypic specificity (Figure 4D).

For G12, all four candidates demonstrated high levels of differential expression (Figure 5). In addition, expression for all but PgcwINV1 progressively increased during the induction treatment, all reaching maximal levels that were on average about 20X greater than the maximum expression of the G6 candidates within the G6 explants (Figure 4). Overall, the expression dynamics within the G12 explants is consistent with an intense and sustained response to the induction treatment.

**Figure 5:**
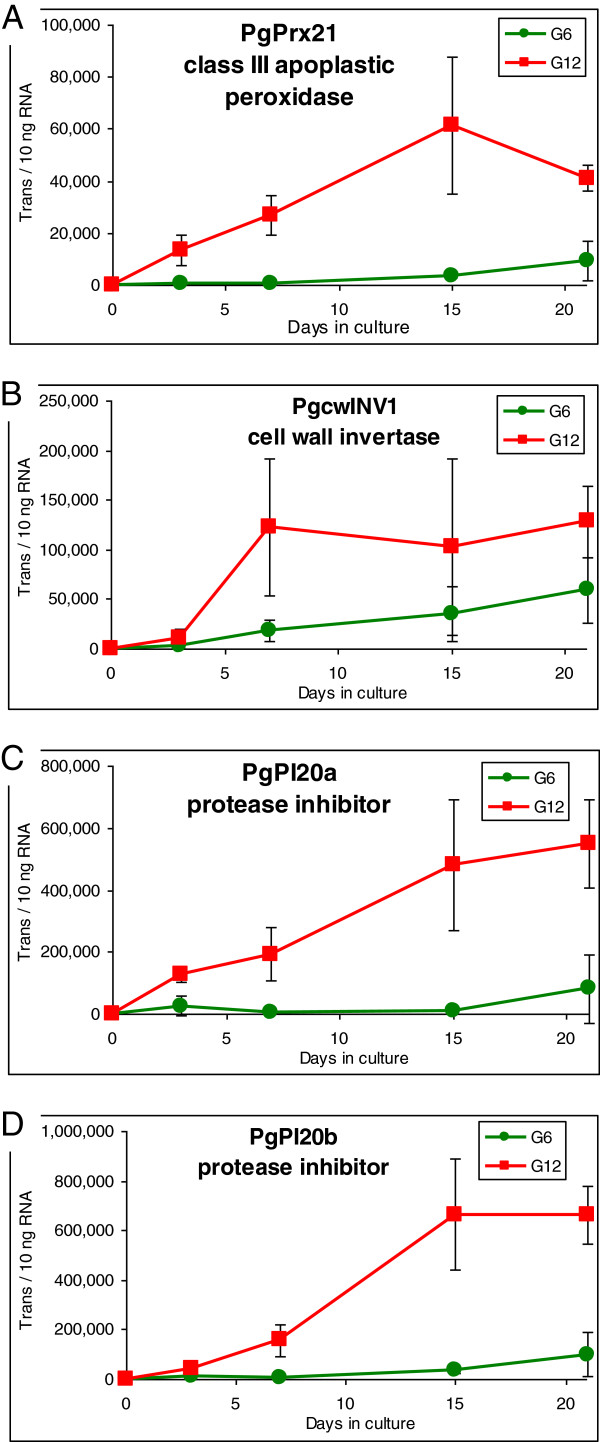
**Expression profiling of the G12 candidate genes during 21 days of SE induction.** Each point represents the average quantity expressed as the number of transcripts per 10 ng RNA with the standard deviation presented as bars. Individual quantifications are provided in Additional file 7.

In summary, qPCR expression profiling confirmed the efficacy of candidate gene selection based on microarray analysis at day 7 of induction, in that all of the candidate genes maintained differential expression within their originating genotype throughout the entire induction treatment, although to varying degrees. In addition, the overall biological variability was sufficiently low to reveal strong trends in gene expression dynamics, and to illustrate the utility of absolute quantification, which, among other attributes, provides the ability to assess the magnitude of expression of individual genes. Also consistent with that predicted by the microarray analysis was the high level of induction of all four G12 candidates within the G12 explants, which was maintained well beyond day 7. This suggests that a major distinguishing characteristic of these nonresponsive explants is an intense physiological response to the SE induction treatment.

## Discussion

Recalcitrance of plant explants to many types of tissue culture manipulation, including SE induction, has long been an impediment to clonal propagation of individual plants with elite characteristics, a capability that has significant commercial implications. These also include rare traits, such as insect or pathogen resistance, for which rapid propagation and dissemination could have important ecological implications. This is particularly relevant to forest trees, whose long generation times pose substantive challenges to traditional propagation approaches such as rooting of cuttings, and to genetic improvement programs based on conventional breeding. These limitations are further exacerbated by the fact that many elite traits become most evident in mature plants, a time at which many woody species, including conifers, become recalcitrant to tissue culture manipulation [4]. The identification of a clonal line of adult white spruce trees that produce shoot primordia responsive to SE induction thus presented a unique opportunity to address the molecular aspects of SE induction, with the expectation that this may be broadly applicable to other plant species.

### Stress-response as a likely determinant for SE induction responsiveness

As is often the case for SE-induction research, a major presumption entering into this study was that genes selectively expressed within the responsive G6 bud explants would become the primary targets for investigation. Indeed, expression profiling revealed an unusual glutamine-threonine repeat protein (Figure 3B) that was specifically expressed throughout the entire SE induction treatment (Figure 4A). Although such a dramatic differential expression implies a potentially important role in induction responsiveness, this protein appears to be conifer-specific with no known function, excluding the likelihood that this protein plays a universal role in somatic embryogenesis. This is also the case for a proline-rich protein (Figure 3C), which showed marginal, albeit persistent, differential expression in the G6 bud explants up to day 21 (Figure 4D); however, this protein also appears to be conifer-specific with no known function. Although the two remaining candidates encode for proteins with putative functions (dehydrin and peroxidase; Figure 3A and Additional file 3, respectively), the greatest differential expression occurred during early stages of the induction treatment (Figure 4B, C), long before embryogenic tissues begin to emerge, which again does not greatly support a role, at least directly, in determining SE induction responsiveness.

In contrast to this temperate response, the intense candidate gene activation within the nonresponsive G12 bud explants was not only found to persist into the late stages of the induction treatment, but also reached very high levels (maxima 60,000-600,000 transcripts per 10 ng RNA) (Figure 5). While the limited use of absolute quantification has to date provided an inadequate context for universally comparing gene expression levels, EF1α does provide some perspective as to the magnitude of candidate gene expression. Utilized as a reference gene, EF1α expression averaged around 700,000 transcripts per 10 ng RNA (see Methods), which is the most highly expressed gene encountered in this study. This is consistent with it being one of the most highly expressed genes in developing conifer shoots, as based on EST clone frequency and microarray analysis (data not shown). It is thus the magnitude of candidate gene expression within the nonresponsive G12 explants that suggests the physiological response of a primordial shoot explant, particularly during the early stages of SE induction, could determine its ability to become responsive to SE induction.

While the subject area of stress physiology is vast, it is apparent that a number of general principles described for angiosperms could provide insights into the physiological response of conifer bud explants, particularly in relation to abiotic and biotic defense responses. For example, a transient oxidative burst of low intensity is predicted to occur immediately after an explant is introduced into culture, which is indicative of early oxidative signaling generated during both abiotic stress (including wounding) and biotic defense responses [23-25]. A major distinction, however, is that elicitation of a biotic defense response is associated with a second prolonged oxidative burst of high intensity, which in turn triggers massive transcriptional and metabolic reprogramming, including high level induction of defense protein expression, slowing of growth, and, in the most extreme cases, induced cell death [23,24,26-29]. This possess the question as to whether the intense response generated by the G12 explants is reflective of a biotic defense response that makes them physiologically recalcitrant to SE induction, in contrast to an adaptive stress response within the G6 explants that generated a physiological state conducive to SE induction.

Although such generalizations provide an attractive model, it should be stressed that angiosperm defense responses have been found to be highly dynamic and complex processes that involve cross-talk between signaling networks regulated by salicylate, jasmonates, and ethylene, in combination with other plant hormones [27-32]. It is therefore difficult to draw specific parallels to conifer bud explants without direct supporting evidence. Nevertheless, examining the putative functions of the proteins encoded by the four G12 candidate genes (an apoplastic class III peroxidase, a cell wall invertase, and two closely related extracellular serine protease inhibitors) provides support for the contention that the SE induction treatment elicited a biotic defense response within these nonresponsive explants.

### Apoplastic class III peroxidases play a prominent role in biotic defense activation

Class III peroxidases have been found to generate apoplastic hydrogen peroxide that acts as a signal for biotic defense elicitation [27,33-36]. Direct demonstration of this was recently reported for maize, in which *U. maydis* (corn smut) leaf infection was found to induce the expression of a single class III peroxidase gene (POX12), and that virulence of this pathogen is dependent on its excretion of a peroxidase inhibitor peptide (Pep 1) [37,38]. Furthermore, induced gene silencing of POX 12 was found to restore virulence even in the absence of Pep 1, providing direct evidence that POX12 activity is essential for mounting a successful biotic defense response against this pathogen [38]. The progressive, high level activation of a class III peroxidase within the G12 explants (Figure 5A) is thus consistent with a role in biotic defense elicitation.

Additional, albeit tentative, support for such a contention is that this G12 candidate is most similar in amino acid sequence to the Arabidopsis class III peroxidase, AtPrx21 (Additional file 3), which belongs to an unusual evolutionary branch of plant peroxidases [39]. Increased expression of AtPrx21 produced by wounding and microbial attack has led to the suggestion that it has a protective role against pathogens [36]. A more direct demonstration of a role in biotic defense comes from the fact that overexpression of AtPrx21 in Arabidopsis produces resistance to *Botrytis cinerea*[40]. Thus, currently available data suggests that persistent, high level expression of an apoplastic class III peroxidase gene plays a central role in biotic defense activation, a role that the G12 PgPrx21 may play in conifers.

Conversely, the transient nature of the G6 class III peroxidase PgPrx52 gene activation (Figure 4B) could be reflective of an adaptive stress response in which the initial oxidative burst dissipates during the first few days of induction treatment, restoring cellular redox homeostasis [41-43]. This is similar to the activation, although slightly later, of the G6 dehydrin DHN1 gene (Figure 4C), which is a conifer-specific dehydrin that has been reported to play a role in bud dormancy and overwintering in Norway spruce [13]. This too supports the contention that the G6 explants elicited an adaptive stress response, in that dehydrins have long been recognized as playing a fundamental role in adapting to environmental stresses [44]. Thus, although speculative, it could be argued that an adaptive stress response may be an important determinant for establishing SE induction responsiveness.

### Induction of a cell wall invertase

Activation of cell wall invertases, which catalyze the hydrolysis of sucrose to glucose and fructose within the apoplast, have also been found to play a prominent role in biotic defense by providing the large quantities of energy required for mounting an intense metabolic response [45-49]. RNAi inhibition of expression has provided direct support for a central role of a cell wall invertase in defense response elicitation in tobacco [50]. Indeed, the prominence of cell wall invertase induction has led to a proposal that it be classified as a pathogenesis-related protein [45], which is a large class of defense proteins that become highly expressed following biotic defense activation [51].

Amino acid sequence comparison to Arabidopsis revealed that the G12 invertase is most similar to AtcwINV1 (also called AtβFruct1) (Additional file 3), which is a member of a small gene family within Arabidopsis [47]. A number of studies have reported induction of AtcwINV1 expression following pathogen infection of Arabidopsis leaves [52-54], in addition to induction following Agrobacterium infection of Arabidopsis cell cultures [55]. Importantly, selective induction of AtcwINV1 following wounding also suggests a general role in adaptive stress responses [56]. This is consistent with the progressive increase in expression of PgcwINV1 observed within the G6 explants. However, this is contrasted by a rapid activation within the G12 explants between day 3 and 7, reaching an average of about twice that found within the G6 explants, a level that is maintained up to day 21 of the induction treatment (Figure 5B). This could be reflective of a more intense metabolic response of the G12 explants during the earliest stages of the induction treatment, a presumption consistent with the high levels of expression observed for the two remaining G12 candidate genes.

### Activation of two I20 serine protease inhibitors

The two most highly expressed G12 candidate genes were found to encode for closely related protease inhibitors belonging to an unassigned subclass of the MEROPS I20 family of serine protease inhibitors [57,58]. This subclass has a number of distinguishing features, including the presence of a transient peptide, an unusually small mature protein (less than 60 amino acids), and the presence of eight highly conserved cysteines (Figure 3D). In fact, these features have led to their classification into the superfamily of small cysteine-rich peptides (CRP), a very large family of secreted peptides composed of several hundred genes within Arabidopsis. Initially founded on structural similarities with defensins, which is an ancient form of antimicrobial peptide [59], a large number of CRPs have been shown to play a role in biotic defense [15]. Another distinctive characteristic of this subclass of I20 protease inhibitors is the occurrence of closely related homologues throughout the Angiospermae, principally as a single gene [60]. In fact, this high level of conservation led Hartl et al. [60] to suggest that in addition to a probable role in biotic defense, they could have an essential role in plant physiology. The presence of two highly conserved homologs within conifers provides support for such a possibility.

A direct link of the angiosperm homolog to biotic defense activation comes from expression analysis of *U. maydis* Δpep1-infected maize leaves, which elicits a massive biotic defense response, as was described earlier. Among the 220 genes found to be induced, the maize I20 homolog (EF406275 in Figure 3D) was the fourth most highly induced, increasing by 166-fold within 24 h post-inoculation (Additional file 1: Table S1 in [37]). Similarly, the Arabidopsis I20 homolog (At1G72060) was the fifth most induced gene following infection by *Trichoderma harzianum*, reaching a 2.79-fold increase within 24 h [61]. Application of biotic defense elicitors to 10-day-old Arabidopsis seedlings was also found to induce this I20 gene, with the bacterial flagellin peptide Flg22 generating 5.08- and 7.45-fold increases after 1 and 3 h, respectively (Additional file 1: Table S1 in [62]). Oxidative stress induction of the maize homolog was also demonstrated in maize leaves (referred to as serpin), reaching 2.91- and 7.56-fold increases 16 h after application of H_2_O_2_ and methyl viologen, respectively [63]. However, a role in abiotic defense is unlikely, as ectopic expression of the Arabidopsis homolog in transgenic seedlings dramatically reduced resistance to oxidative, osmotic and salt stress [64].

The induction kinetics of the two conifer I20 homologs within the G12 explants is thus consistent with biotic defense activation as observed in angiosperms, with both genes reaching close to 200,000 transcripts per 10 ng RNA by day 7, which, in comparison with day 0, roughly represents a 2000-fold increase. Another notable feature was a progressive increase in expression throughout the entire induction treatment, reaching about 600,000 transcripts per 10 ng RNA by day 21 (Figure 5C and D). Thus, while the precise biochemical function of this unusual class of serine protease inhibitors remains to be determined, the high level of amino acid sequence conservation, combined with their expression dynamics, provide support to the supposition that these two conifer protease inhibitors play a role in conifer biotic defense, similar to that observed in angiosperms.

### A paradigm shift towards physiological processes that may antagonize SE induction

While it has long been recognized that the physiological state of an explant can be a major determinant for responsiveness to SE induction, very little is understood about the underlying mechanisms. Furthermore, the vast majority of research efforts have historically focused on defining factors that promote SE induction, for example, through the activation of SE-promoting genes. This study expands this paradigm, suggesting that nonresponsiveness of an explant is not necessarily due to an innate lack of SE promoting activity, but that biotic defense activation could potentially be a dominant antagonist.

A number of physiological aspects of biotic defense elicitation provide general support for such a presumption. For example, activation of biotic defense through exogenous application of various elicitors has been shown to dramatically reduce plant growth, a result of redirecting metabolic energy from growth to defense [65,66]. This includes the action of jasmonates (JAs), the central regulators of biotic defense elicitation associated with wounding, which have been shown to directly mediate a switch from growth to the production of biocidal compounds, cell-wall remodeling, and defense protein expression [28]. Indeed, growth repression by JAs has been directly linked to inhibition of cell-cycle progression [67], in addition to directly antagonizing the growth promoting activity of gibberellic acid [31], thus providing evidence that JAs could be direct antagonists of SE induction, based in part on the assumption that cell division is necessary for embryogenic tissue formation.

Another line of supporting evidence, albeit indirect, comes from proteomic studies that have reported a correlation between expression of biotic defense proteins, primarily pathogenesis-related proteins, and a lack of embryogenic competency of tissues in culture [68-71]. Another notable observation related to the quantitative nature of proteomic analysis, is the magnitude of defense protein expression within these nonembryogenic tissues, often being the most prominent proteins in the analysis. While it is difficult to draw a direct comparison, this is consistent with the intense activation of the G12 candidate genes within the G12 explants, and with the supposition that redirecting metabolic resources towards the production of such large quantities of defense proteins could itself be antagonistic to the formation of embryogenic tissues.

SE induction within leaf explants from the model legume *Medicago truncatula*, an experimental system similar to the bud explants used in this study, has also been used to directly compare responsive and nonresponsive genotypes [72]. Proteomic analysis revealed large physiological differences as reflected by high levels of protein accumulation, some of which were identified as stress proteins, within a nonresponsive line during the first week of the SE induction treatment. Although an association with biotic defense elicitation was not evident from the data presented, this led the authors to suggest that a hyperresponse to the stress produced by the induction treatment could be related to a lack of responsiveness [73]. This is a scenario similar to the intense physiological response of the G12 explants, and reminiscent of the high levels of defense protein accumulation within nonembryogenic tissues, as discussed above.

Finally, although this study provides evidence for a link between biotic defense elicitation and recalcitrance to SE induction, it has also generated hypotheses that could not be directly addressed within the experimental design. First, only one nonresponsive genotype was analyzed, so the question as to whether a similar physiological response occurs in other nonresponsive genotypes remains unanswered. Second, the hypothesis of a direct association between biotic defense elicitation and suppression of SE induction remains to be tested. Thus, it is possible that the differences in physiological response observed within the G6 and G12 explants is a result of a genotypic difference unrelated to SE responsiveness. Third, it is unknown whether SE could be induced in the G12 explants even if biotic defense elicitation were to be mitigated. Additional work is thus required before a definitive understanding of the broad applicability and implications of these findings can be achieved.

## Conclusions

The central conclusion of this study is that the physiological response of conifer bud explants, particularly in relation to elicitation of a defense response, could be an important determinant of SE induction responsiveness. Although definitive demonstration that biotic defense activation is antagonistic to SE induction requires additional evidence, many general characteristics, such as the dramatic metabolic and transcriptional reprogramming associated with its elicitation, support a role contributing to the recalcitrance of explants to SE induction. In addition, it opens new avenues of investigation into the mechanisms regulating the activation and intensity of defense responses within explants placed into culture, along with the prospective of developing methods that could be used to suppress them, with the expectation that this could generate a physiological state more conducive not only to SE induction, but potentially to other types of tissue culture manipulation.

## Methods

### Primordial shoot collection and somatic embryogenesis induction

Shoot buds were collected on May 4 and 6, 2009, from the second and third whorls of branches of 9-year-old *Picea glauca* (white spruce) trees that were generated from somatic embryos as previously described [9]. These consisted of a responsive (893-6: G6) and nonresponsive (893-12: G12) genotype, from which a total of 700 shoot buds were collected from several clonal trees per genotype. SE induction was conducted as previously described [9]. Briefly, the buds were disinfected, primordial shoots were excised and cut longitudinally into two or four equal parts, and the explants were placed onto semi-solid MLV-S medium containing 9.5 μM 2,4-dichlorophenoxyacetic acid and 4.5 μM benzyl adenine. Replicate explant samples were collected after 3, 7, 15 and 21 days of culture, frozen in liquid nitrogen and stored at −80°C. All remaining explants were cultured for 16 weeks, during which formation of embryonal masses was verified under a stereomicroscope and recorded.

### RNA preparation

Two rounds of RNA extraction were conducted, referred to as sample series 1 and 2. For sample series 1, which was used in the microarray analysis, a CTAB-LiCl precipitation protocol [74] was used to extract RNA from five biological replicates of both genotypes, consisting of approximately 80 mg of buds that were either placed into liquid nitrogen immediately after collection in the field (day 0), or after one week of SE induction treatment (day 7). For qPCR analysis, aliquots of these RNA samples were DNase treated before cDNA production, as described in the reverse transcription section.

For sample series 2, three replicate collections were taken at day 3, 15 and 21 of induction, with each replicate consisting of approximately 80 mg of fresh mass. These were placed into a 2-ml Sarstedt conical microtube containing a single 5 mm stainless steel bead, frozen in liquid nitrogen, and stored at −80°C. However, it should be noted that subsequent work has revealed that smaller amounts (less than 50 mg) can significantly improve both the quality and quantity of RNA recovered for some sample types. The tubes were transferred into an adapter set that was prechilled at −80°C for a minimum of two hours and transported in a cooler containing a few inches of liquid nitrogen in order to prevent the samples from thawing. The tissues were disrupted twice for 45 s at 26 Hz using the Qiagen Tissuelyzer II bead mill. The adapter set was returned to the cooler, and each tube was removed one at a time. In each tube 550 μl of lysis buffer (4 M guanidine isothiocyanate, 0.2 M sodium acetate, pH 5.0, 25 mM EDTA, 2.5% (wt/vol) PVP-40) was added [75]. The tubes were vortexed at high speed and incubated for 2 min at 56°C, during which one or two more vortexing steps were conducted. Samples were then centrifuged briefly to remove cell debris and 450 μl were removed for RNA extraction using the Qiagen RNEasy plant mini kit (Cat. # 74904). RNA extractions were performed using a Qiacube DNA/RNA purification robot (Qiagen), which included an on column DNase treatment (Qiagen RNase free DNase, Cat. # 79254). However, variable quantities of genomic DNA were subsequently detected by qPCR, such that a second DNase treatment was necessary (see the reverse transcription section for details). Following this DNase treatment, RNA was quantified using a Nanodrop 1000 Spectrophotometer (Thermo Scientific), and RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies), which generated RIN values of 8.2-9.8.

### Microarray analysis

Microarray experiment and analysis were conducted as previously described [12], with minor modifications. Briefly, 1 μg of each total RNA sample was amplified using the Amino Allyl MessageAmpII aRNA Amplification Kit (Life Technologies, Carlsbad, CA, USA), fragmented and quantified, and 5 μg of amplified RNA was labeled with AlexaFluor 647 (Life Technologies). Prehybridization of the oligonucleotide arrays, hybridization of the labeled samples to the slides, slide washing and drying were performed on HS400Pro hybridization stations (Tecan Group Ltd., Männedorf, Switzerland). Slide scanning and feature extraction were done on a ScanArray Express scanner (PerkinElmer, Waltham, MA, USA) and QuantArray v3.0 (PerkinElmer), respectively. Each array image was analyzed in two sections (top and bottom half), and both sections were fused into one file in Excel using an in-house macro. 

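All 20 arrays gave signal over local background, but buffer and empty spots did too, by medians of 155 to 400. These were highest in G6 at day 0, so part of the median intensity is present without any spruce probe. The median intensity of the spruce probes ranged over arrays from 277 to 492 in G12 at day 0, 426 to 627 in G6 at day 0, 333 to 504 in G12 at day 7 and 361 to 414 in G6 at day 7, against a median local background of 98 to 144. After normalization, arrays of 1 group had Pearson correlations over probes of 0.928 to 0.961 in G12 at day 0, 0.946 to 0.965 in G6 at day 0, 0.90 to 0.970 in G12 at day 7 and 0.952 to 0.978 in G6 at day 7.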

All of the arrays (20) were kept for further analysis. The experiment was analyzed as a one-color design with four groups of five arrays (two time points and two genotypes, 5 biological replicates). Quality control and data processing, namely background and buffer subtraction, aQuantile normalization and correction for multiple testing (Benjamini-Hotchberg), were done in R version 2.8.1 [76]. All microarray data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE46977. Genes were selected as being differentially expressed on the basis of their adjusted p-values (p-value < 0.05). Analysis of variance and t-tests of selected genes were conducted using Flexarray v1.6 [77].

### Candidate target selection and primer design

Candidate targets were selected based on fold differences in expression between the two genotypes at day 7 of SE induction with no consideration of target gene identity (Tables 2, 3; Additional file 1). 

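At day 0, 15 of the 16 candidate probes did not differ between the genotypes at an adjusted p under 0.05. The log2 ratio of G6 to G12 was 0.24 for PgPI20b (Spruce_22825, standard error 0.52, n = 5 arrays per group, adjusted p = 0.943), 0.24 for PgPrx21 (Spruce_16777, adjusted p = 0.792) and 0.78 for the QT-repeat gene (Spruce_07925, adjusted p = 0.277). PgPI20b and PgPrx21 were above background on 2 of 5 G6 and 1 of 5 G12 arrays each, and the QT-repeat gene on 3 and 1. These values so near background do not show equal levels. By qPCR at day 0 the paper measured less PgPI20b and more of the QT-repeat gene in G6 than in G12. PgPI20a (Spruce_25680) and PgcwINV1 (Spruce_22616) were above background on no G6 array and on 1 and 2 of 5 G12 arrays, and PgPrx52 on none of either genotype, so for these 3 the levels could not be compared. The proline-rich gene (Spruce_14715) was higher in G6 by 0.83 (standard error 0.20, adjusted p = 0.0361), a call that leaving out any of 8 arrays ended, namely G12 day 0 replicates 2 to 5 and G6 day 0 replicates 1, 2, 3 and 5 (0.70 to 0.86). By contrast, a ubiquitin family protein (Spruce_32034) was already higher in G6 by 1.97 at day 0 (standard error 0.39) and by 2.78 at day 7, and several of the largest day 7 differences named earlier, such as CSD1, were present at day 0. Over all probes, 235 were over 2-fold higher in G6 at day 0 and 231 in G12, and 52 and 50 were over 3-fold. Both named differences at day 0 also passed with scan day as a block, at 0.88 for the proline-rich gene and 1.99 for the ubiquitin protein.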

A secondary consideration was similar expression within the two genotypes at the point of bud collection (day 0), which led to the rejection of one G12 and six G6 targets. The probe sequence from each candidate target was blasted against the NCBI *Picea* EST libraries and nucleotide collection databases, from which nucleotide alignments were constructed for primer selection (Additional files 4 and 5), which was based primarily on positioning the amplicon close to the stop codon in order to minimize variance due to partial reverse transcription.

The central parameter used for primer design was determining a length sufficient to generate a predicted T_m_ of 70°C using the Integrated DNA Technologies online OligoAnalyzer. This was based on calibrating the program by arbitrarily adjusting the Mg^++^ parameter concentration to 50 mM, such that the predicted T_m_ of CAL1 F1 and CAL1 R1 primers (Additional file 5) reached 70°C, an approach found successful for other oligo design programs. Following calibration, candidate primers were then designed by simply adjusting their length until the predicted T_m_ just exceeded 70°C. Extensive self-complementary primers or those complementary to the apposing primer were rejected, as were any primer pair that generated non-specific products in a no template control amplification or that generated amplification efficiencies <99%. Amplicon size was restricted to 80–200 bp; however, extensive efforts to predict primer performance, such as analyzing the secondary structure of the primers or of the resulting amplicon, were unsuccessful. It was therefore necessary to test multiple primer pair combinations for some targets, rejecting those that generated profile collapse or extensive plateau drifting as indicated by LRE analysis (see [18] for details about these anomalies).

### Reverse transcription

Before conducting reverse transcription, genomic DNA contamination was quantified by amplifying 20 ng samples of raw RNA. This revealed that many samples contained small amounts of gDNA contamination (10–100 genomes) so that all RNA samples were DNase-treated using the Ambion Turbo DNA-free DNase kit (Cat. # AM1907), which was found to reduce gDNA contamination to undetectable levels.

Reverse transcription was conducted in 20 μl reactions containing 50 ng/μl RNA, 25 ng/μl oligo dT primer (Invitrogen, Cat.# 18418–012), 5 U/μl Superscript II (Invitrogen, Cat. # 18064–014) using the manufacturer’s supplied buffer, and incubated at 42°C for 50 min, followed by the addition of 180 μl 10 mM Tris, pH 8.0 to generate a final concentration of 5 ng RNA per μl. Testing revealed that the commonly practiced addition of RNase inhibitor and DTT provided no benefit. Note also that we have found that RNase H treatment produces extensive scattering of replicate profiles for some cDNA targets, which can greatly reduce quantitative accuracy. As previously reported, three replicate reverse transcriptase reactions using an identical RNA sample, generated an average variance of about ±12% for three reference gene targets [18], indicating that this method is highly repeatable, consistent with the small variances in reference gene expression observed in this study (see below).

### LRE qPCR

Detailed descriptions of how LRE qPCR was developed, its performance capabilities, and description of a platform-independent Java desktop program that automates LRE analysis have previously been published [16-18,78]. In brief, absolute quantification is achieved by converting 3-6 of the fluorescence readings within the central region of each amplification profile into target quantity expressed in fluorescence units (F_0_). These are averaged and converted into DNA mass (M_0_) using an optical calibration factor (OCF = fluorescence units per ng dsDNA) generated by amplification of a known quantity of lambda genomic DNA, an approach analogous to that used for quantification of nucleic acids using fluorescent dyes. This is followed by conversion into the number of target molecules (N_0_) based on amplicon size (A_s_) [17]:

PCR amplification was conducted with an Applied Biosystems 7500 Fast qPCR system (normal ramping), QuantiTect enzyme formulation (Qiagen, Cat. # 204145) in a 10 μl reaction volume containing 500 nM of primers, an aliquot of reverse transcriptase reaction equivalent to 5 ng RNA, using 96 well BrightWhite plates (Primerdesign, BW-Fast) sealed with MicroAmp film (Applied Biosystems, Cat # 4311971). The cycling regime consisted of a 15 min activation at 95°C, followed by 50 cycles of 95°C for 10 s, and 65°C for 120 s. Amplicon T_m_ was determined for each amplification reaction by melt curve analysis (65 to 90°C) conducted at the end of each run. Raw fluorescence readings were imported into the LRE Analyzer (Version 0.8.7), an open source Java program available for download [79,80]. The program contains an extensive help dataset that describes how the program functions, along with various guidelines for setting up and testing the performance of qPCR assays.

All primer pairs produced a single prominent amplicon peak following melt curve analysis, and generated amplification efficiencies that ranged from 102 to 107%. The propensity for QuantiTect to generate amplification efficiencies greater than 100%, a systemic bias that generates moderate underestimates of target quantity, was compensated by fixing the amplification efficiency to 100%, as described in the LRE Analyzer help. The LRE Analyzer databases are provided in Additional file 6, along with the amplicon and optical calibration databases used in this study. A summary of the individual quantitative determinations is provided in Additional file 7.

### Reference gene analysis

Expression of nine reference genes was used to determine the levels of biological variability, in addition to serving as internal quality controls for assessing the technical variance associated with sample preparation and LRE qPCR analysis. Two reference genes were taken from microarray analysis of Sitka spruce apical shoots (hypothetical protein (HP) and peroxisomal targeting signal receptor (PTSR)) [81], with the remaining seven being conifer homologs to Arabidopsis reference genes also identified from microarray analysis [82]. Primer sequences along with UniGene accession numbers are provided in Additional file 5.

Assessing expression stability was based on coefficient of variation, analogous to the approach used to develop the Genevestigator’s RefGenes tool, in which transcriptome-wide expression stability was assessed using the standard deviation of signal intensities generated by microarray analysis [83]. Figure 6A provides an example of this approach based on EF1α expression within sample series 1 (day 0 and 7). Intra-group variance is a combination of biological variability and technical-derived variance associated with RNA preparation, cDNA production and LRE qPCR analysis, whereas inter-group variance is primarily reflective of biological variance. Expanding the analysis to nine reference genes generated similar intra-group variances (Figure 6B), with inter-group variances differed more greatly (Figure 6C).

**Figure 6:**
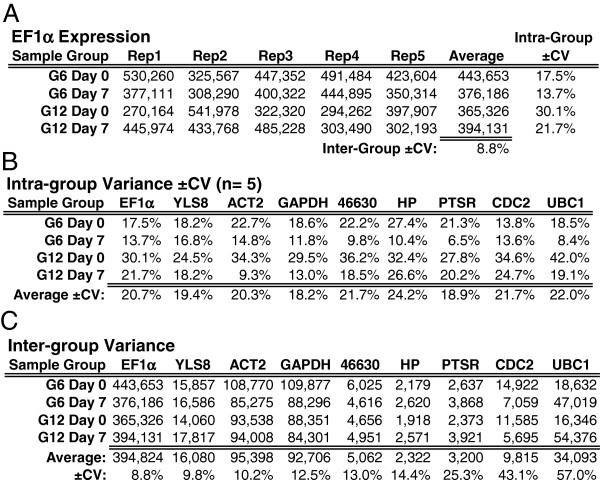
**Reference gene expression analysis within sample series 1: day 0 and 7. (A)** Representative example of intra- and inter-group variance determination based on the coefficient of variation (±CV) based on EF1α expression. **(B)** Intra-group variance of all nine reference genes. **(C)** Inter-group variation based on the average transcript quantities as illustrated in **(A)**. Quantities in **(A)** and **(C)** expressed as transcripts per 10 ng RNA. ±CV = (standard deviation/average) x 100%.

Repeating the analysis with sample series 2 (day 3, 15 and 21) generated similar intra-group variations (Figure 7A). Inter-group variances were also similar, except for CDC2 and UBC1 (Figure 7B), which were much lower than those observed in sample series 1 (Figure 6C). Another notable outcome is that despite the high levels of expression stability, nearly all of the reference genes within the sample series 1 produced average absolute quantities lower than those of sample series 2 (Figure 7C). Although the source of these differences was not investigated, it may be related to the LiCl precipitation step used to prepare the RNA within sample series 1. Regardless, based on the premise that such an anomaly would be modest in relation to the large changes observed in candidate gene expression, and that it would only impact the day 0 and 7 samples, this quantitative bias was deemed insignificant for the purposes of this study. Overall, these large datasets demonstrate a remarkably low level of biological variability across all 10 sample groups, in addition to illustrating the quantitative precision that can be achieved with LRE qPCR.

**Figure 7:**
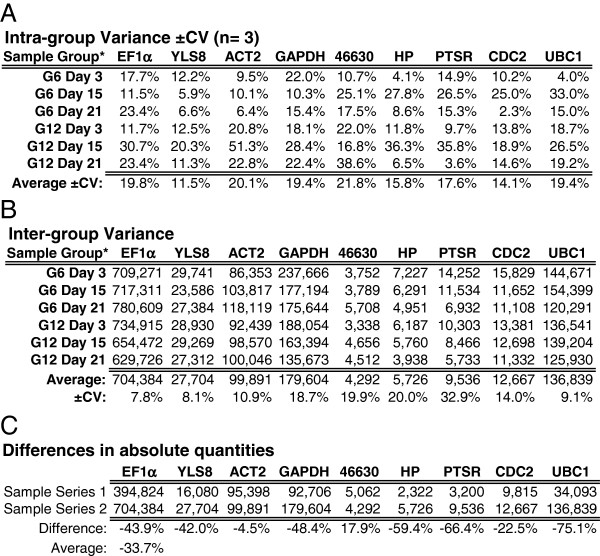
**Reference gene expression analysis within sample series 2: day 3, 5 and 21. (A)** Intra-group variation (±CV). **(B)** Inter-group variation based on the average transcript quantities as illustrated in Figure 6A. **(C)** Differences in the average absolute quantities derived from sample series 1 and 2. All quantities are expressed as transcripts per 10 ng RNA. ±CV = (standard deviation/average) x 100%.

## Competing interests

The authors have no non-financial, financial or patent related competing interests.

## Authors’ contribution

KK, SC, BB and JM designed the experimental approach, KK and CO collected the buds and conducted the SE induction, SC and BB conducted the microarray analysis, DS and RGR conducted the qPCR gene expression analysis, RGR wrote the manuscript with contributions from KK, SC, BB and JM. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Summary of the microarray analysis. Click here for file

Additional file 2 DHN1 expression ratios, EST and amino acid sequence alignments. Click here for file

Additional file 3 Amino acid sequence alignments of PgPrx52, PgPrx21 and PgcsINV1. Click here for file

Additional file 4 EST alignments and primer locations for the candidate and reference genes. Click here for file

Additional file 5 qPCR primers for reference and candidate gene expression analysis. Click here for file

Additional file 6 LRE Analyzer database files. Click here for file

Additional file 7 Excel summary of the LRE qPCR gene expression analysis. Click here for file

## References

[B1] PreilWLaimer M, Rücker W, Wien WPlant tissue culture, 100 years since Gottlieb HaberlandtMicropropagation of ornamental plants2003New York: Springer115133

[B2] NehraNSBecwarMRRottmannWHPearsonLChowdhuryKChangSDayton WildeHKodrzyckiRJZhangCGauseKCParksDWHincheeMVitro Cell Dev Biol-PlantForest biotechnology: innovative methods, emerging opportunities200541701717

[B3] KlimaszewskaKTrontinJFBecwarMDevillardCParkYSLelu-WalterMARecent progress in somatic embryogenesis of four Pinus sppTree For Sci Biotechnol200711125

[B4] BongaJMKlimaszewskaKAderkasPRecalcitrance in clonal propagation, in particular of conifersPlant Cell Tissue and Organ Cult201010024125410.1007/s11240-009-9647-2

[B5] ParkSYKlimaszewskaKParkJYMansfieldSDLodgepole pine: the first evidence of seed-based somatic embryogenesis and the expression of embryogenesis marker genes in shoot bud cultures of adult treesTree Physiol2010301469147810.1093/treephys/tpq08120935320

[B6] VerdeilJLAlemannoLNiemenakNTranbargerTJPluripotent versus totipotent plant stem cells: dependence versus autonomy?Trends Plant Sci20071224525210.1016/j.tplants.2007.04.00217499544

[B7] ZhangHOgasJAn epigenetic perspective on developmental regulation of seed genesMol Plant2009261062710.1093/mp/ssp02719825643

[B8] GrafiGFlorentinARansbotynVMorgensternYThe stem cell state in plant development and in response to stressFront Plant Sci201121102264554010.3389/fpls.2011.00053PMC3355748

[B9] KlimaszewskaKOvertonCStewartDRutledgeRGInitiation of somatic embryos and regeneration of plants from primordial shoots of 10-year-old somatic white spruce and expression profiles of 11 genes followed during the tissue culture processPlanta201123363564710.1007/s00425-010-1325-421136075

[B10] RigaultPBoyleBLepagePCookeJEKBousquetJMacKayJJA white spruce gene catalog for conifer genome analysesPlant Physiol2011157142810.1104/pp.111.17966321730200PMC3165865

[B11] MacKayJJDeanJFDPlomionCPetersonDGCánovasFMPavyNIngvarssonPKSavolainenOGuevaraMAFluchSVincetiBAbarcaDDíaz-SalaCCerveraMTTowards decoding the conifer giga-genomePlant Mol Biol201280655556910.1007/s11103-012-9961-722960864

[B12] RaherisonESRigaultPCaronSPoulinPLBoyleBVertaJPGiguèreIBomalCBohlmannJMacKayJJTranscriptome profiling in conifers and the PiceaGenExpress database show patterns of diversification within gene families and interspecific conservation in vascular gene expressionBMC Genomics20121343410.1186/1471-2164-13-43422931377PMC3534630

[B13] YakovlevIAAsanteDKAGunnarCJouniFOlaviPDehydrins expression related to timing of bud burst in Norway spruce late flushing familyPlanta200822845947210.1007/s00425-008-0750-018493789

[B14] PetersenTNBrunakSVon HeijneGNielsenHSignalP 4.0: discriminating signal peptides from transmembrane regionsNat Meth2011878578610.1038/nmeth.170121959131

[B15] SilversteinKTMoskalWWuHCUnderwoodBGrahamMTownCDVandenBoschKSmall cysteine-rich peptides resembling antimicrobial peptides have been under-predicted in plantsPlant J20075126228010.1111/j.1365-313X.2007.03136.x17565583

[B16] RutledgeRGStewartDA kinetic-based sigmoidal model for the polymerase chain reaction and its application to high-capacity absolute quantitative real-time PCRBMC Biotechnol200884710.1186/1472-6750-8-4718466619PMC2397388

[B17] RutledgeRGStewartDAssessing the performance capabilities of LRE-based assays for absolute quantitative real-time PCRPLoS ONE20105e973110.1371/journal.pone.000973120305810PMC2840021

[B18] RutledgeRGA Java program for LRE-based real-time qPCR that enables large-scale absolute quantificationPLoS ONE20116e1763610.1371/journal.pone.001763621407812PMC3047581

[B19] VandesompeleJKubistaMPfafflMLogan J, Edwards K, Saunders NBReal-time PCR: current technology and applicationsReference gene validation software for improved normalization20094Norfolk, UK: Caister Academic Press4764

[B20] SchmittgenTDLivakKJAnalyzing real-time PCR data by the comparative CT methodNat Protocols200831101110810.1038/nprot.2008.7318546601

[B21] HuggettJFDhedaKBustinSAReal-time RT-PCR normalisation; strategies and considerationsGenes Immun2005627928410.1038/sj.gene.636419015815687

[B22] GutierrezLMauriatMGuéninSPellouxJLefebvreJFLouvetRRusterucciCMoritzTGuerineauFBelliniCVan WuytswinkelOThe lack of a systematic validation of reference genes: a serious pitfall undervalued in reverse transcription-polymerase chain reaction (RT-PCR) analysis in plantsPlant Biotechnol J2008660961810.1111/j.1467-7652.2008.00346.x18433420

[B23] LambCDixonRAThe oxidative burst in plant disease resistanceAnnu Rev Plant Physiol Plant Mol Biol19974825127510.1146/annurev.arplant.48.1.25115012264

[B24] AlvarezMPennellRIMeijerP-jIshikawaADixonRALambCReactive oxygen intermediates mediate a systemic signal network in the establishment of plant immunityCell19989277378410.1016/S0092-8674(00)81405-19529253

[B25] MarinoDDunandCPuppoAPaulyNA burst of plant NADPH oxidasesTrends Plant Sci20121791510.1016/j.tplants.2011.10.00122037416

[B26] CheongYHChangHSGuptaRWangXZhuTLuanSTranscriptional profiling reveals novel interactions between wounding, pathogen, abiotic stress, and hormonal responses in ArabidopsisPlant Physiol200212966167710.1104/pp.00285712068110PMC161692

[B27] TorresMAJonesJDGDanglJLReactive oxygen species signaling in response to pathogensPlant Physiol200614137337810.1104/pp.106.07946716760490PMC1475467

[B28] PauwelsLInzéDGoossensAJasmonate-inducible gene: what does it mean?Trends Plant Sci200914879110.1016/j.tplants.2008.11.00519162528

[B29] ChaouchSQuevalGNoctorGAtRbohF is a crucial modulator of defence-associated metabolism and a key actor in the interplay between intracellular oxidative stress and pathogenesis responses in ArabidopsisPlant J20126961362710.1111/j.1365-313X.2011.04816.x21985584

[B30] Robert-SeilaniantzAGrantMRJonesJDGHormone crosstalk in plant disease and defense: more than just jasmonate-salicylate antagonismAnn Rev Phytopathol20114931734310.1146/annurev-phyto-073009-11444721663438

[B31] KazanKMannersJMJAZ repressors and the orchestration of phytohormone crosstalkTrends Plant Sci201217223110.1016/j.tplants.2011.10.00622112386

[B32] ThalerJSHumphreyPTWhitemanNKEvolution of jasmonate and salicylate signal crosstalkTrends Plant Sci20121726027010.1016/j.tplants.2012.02.01022498450

[B33] ApelKHirtHReactive oxygen species: metabolism, oxidative stress, and signal transductionAnn Rev Plant Biol20045537339910.1146/annurev.arplant.55.031903.14170115377225

[B34] PassardiFCosioCPenelCDunandCPeroxidases have more functions than a Swiss army knifePlant Cell Rep20052425526510.1007/s00299-005-0972-615856234

[B35] AlmagroLGómez RosLVBelchi-NavarroSBruRRos BarcelóAPedreñoMClass III peroxidases in plant defence reactionsJ Exp Bot20096037739010.1093/jxb/ern27719073963

[B36] CosioCDunandCSpecific functions of individual class III peroxidase genesJ Exp Bot20096039140810.1093/jxb/ern31819088338

[B37] DoehlemannGLindeKVDAßmannDSchwammbachDMohantyAJacksonDKahmannRPep1, a secreted effector protein of Ustilago maydis, is required for successful invasion of plant cellsPLoS Pathog20095e100029010.1371/journal.ppat.100029019197359PMC2631132

[B38] HemetsbergerCHerrbergerCZechmannBHillmerMDoehlemannGThe Ustilago maydis effector Pep1 suppresses plant immunity by inhibition of host peroxidase activityPLoS Pathog20128e100268410.1371/journal.ppat.100268422589719PMC3349748

[B39] KjaersgårdIVJespersenHMRasmussenSKWelinderKGSequence and RT-PCR expression analysis of two peroxidases from Arabidopsis thaliana belonging to a novel evolutionary branch of plant peroxidasesPlant Mol Biol19973369970810.1023/A:10057078138019132061

[B40] ChassotCNawrathCMétrauxJPCuticular defects lead to full immunity to a major plant pathogenPlant J20074997298010.1111/j.1365-313X.2006.03017.x17257167

[B41] PottersGHoremansNJansenMAKThe cellular redox state in plant stress biology–a charging conceptPlant Physiol Biochem20104829230010.1016/j.plaphy.2009.12.00720137959

[B42] MittlerRVanderauweraSSuzukiNMillerGTognettiVBVandepoeleKGolleryMShulaevVVan BreusegemFROS signaling: the new wave?Trends Plant Sci20111630030910.1016/j.tplants.2011.03.00721482172

[B43] FoyerCHNoctorGAscorbate and glutathione: the heart of the redox hubPlant Physiol201115521810.1104/pp.110.16756921205630PMC3075780

[B44] HaninMBriniFEbelCTodaYTakedaSMasmoudiKPlant dehydrins and stress tolerance: versatile proteins for complex mechanismsPlant Signal Behav201161503150910.4161/psb.6.10.1708821897131PMC3256378

[B45] RoitschTBalibreaMEHofmannMProelsRSinhaAKExtracellular invertase: key metabolic enzyme and PR proteinJ Exp Bot20035451352410.1093/jxb/erg05012508062

[B46] RoitschTGonzálezMCFunction and regulation of plant invertases: sweet sensationsTrends Plant Sci2004960661310.1016/j.tplants.2004.10.00915564128

[B47] FotopoulosVPlant invertases: structure, function and regulationJ Biol Res20054127137

[B48] BergerSSinhaAKRoitschTPlant physiology meets phytopathology: plant primary metabolism and plant-pathogen interactionsJ Exp Bot2007584019402610.1093/jxb/erm29818182420

[B49] BoltonMDPrimary metabolism and plant defense–fuel for the fireMol Plant-Microbe Interact20092248749710.1094/MPMI-22-5-048719348567

[B50] EssmannJSchmitz-ThomISchönHSonnewaldSWeisEScharteJRNA interference-mediated repression of cell wall invertase impairs defense in source leaves of tobaccoPlant Physiol20081471288129910.1104/pp.108.12141818502974PMC2442523

[B51] Van LoonLCRepMPieterseCMJSignificance of inducible defense-related proteins in infected plantsAnnu Rev Phytopathol20064413516210.1146/annurev.phyto.44.070505.14342516602946

[B52] ChouHMBundockNRolfeSAScholesJDInfection of Arabidopsis thaliana leaves with Albugo candida (white blister rust) causes a reprogramming of host metabolismMol Plant Pathol200019911310.1046/j.1364-3703.2000.00013.x20572957

[B53] FotopoulosVGilbertMJPittmanJKMarvierACBuchananAJSauerNHallJLWilliamsLEThe monosaccharide transporter gene, AtSTP4, and the cell-wall invertase, Atbetafruct1, are induced in Arabidopsis during infection with the fungal biotroph Erysiphe cichoracearumPlant Physiol200313282182910.1104/pp.103.02142812805612PMC167022

[B54] BonfigKBSchreiberUGablerARoitschTBergerSInfection with virulent and avirulent P. syringae strains differentially affects photosynthesis and sink metabolism in Arabidopsis leavesPlanta200622511210.1007/s00425-006-0303-316807755

[B55] DittRFKerrKFDe FigueiredoPDelrowJComaiLNesterEWThe Arabidopsis thaliana transcriptome in response to Agrobacterium tumefaciensMol Plant-Microbe Interact20061966568110.1094/MPMI-19-066516776300

[B56] QuilliamRSSwarbrickPJScholesJDRolfeSAImaging photosynthesis in wounded leaves of Arabidopsis thalianaJ Exp Bot20065755691633978310.1093/jxb/erj039

[B57] RawlingsNDTolleDPBarrettAJEvolutionary families of peptidase inhibitorsBiochem J200437870571610.1042/BJ2003182514705960PMC1224039

[B58] RawlingsNDBarrettAJBatemanAMEROPS: the database of proteolytic enzymes, their substrates and inhibitorsNucleic Acids Res201240D343D35010.1093/nar/gkr98722086950PMC3245014

[B59] SilversteinKATGrahamMAPaapeTDVandenBoschKAGenome organization of more than 300 defensin-like genes in ArabidopsisPlant Physiol200513860061010.1104/pp.105.06007915955924PMC1150381

[B60] HartlMGiriAPKaurHBaldwinITThe multiple functions of plant serine protease inhibitors: defense against herbivores and beyondPlant Signal Behav201161009101110.4161/psb.6.7.1550422004998PMC3257781

[B61] Morán-DiezERubioBDomínguezSHermosaRMonteENicolásCTranscriptomic response of Arabidopsis thaliana after 24 h incubation with the biocontrol fungus Trichoderma harzianumJ Plant Physiol201216961462010.1016/j.jplph.2011.12.01622317785

[B62] DenouxCGallettiRMammarellaNGopalanSWerckDDe LorenzoGFerrariSAusubelFMDewdneyJActivation of defense response pathways by OGs and Flg22 elicitors in Arabidopsis seedlingsMol Plant2008142344510.1093/mp/ssn01919825551PMC2954645

[B63] PrinsAMukubiJMPellnyTKVerrierPJBeyeneGLopesMSEmamiKTreumannALelarge-TrouverieCNoctorGKunertKJKerchevPFoyerCHAcclimation to high CO2 in maize is related to water status and dependent on leaf rankPlant Cell Environ20113431433110.1111/j.1365-3040.2010.02245.x21054434

[B64] LuhuaSCiftci-YilmazSHarperJCushmanJMittlerREnhanced tolerance to oxidative stress in transgenic Arabidopsis plants expressing proteins of unknown functionPlant Physiol200814828029210.1104/pp.108.12487518614705PMC2528079

[B65] Van HultenMPelserMVan LoonLCPieterseCMJTonJCosts and benefits of priming for defense in ArabidopsisProc Natl Acad Sci USA20061035602560710.1073/pnas.051021310316565218PMC1459400

[B66] CanetJVDobónAIbáñezFPeralesLTorneroPResistance and biomass in Arabidopsis: a new model for salicylic acid perceptionPlant Biotechnol J2010812614110.1111/j.1467-7652.2009.00468.x20040060

[B67] PauwelsLMorreelKDe WitteELammertynFVan MontaguMBoerjanWInzéDGoossensAMapping methyl jasmonate-mediated transcriptional reprogramming of metabolism and cell cycle progression in cultured Arabidopsis cellsProc Natl Acad Sci U S A20081051380138510.1073/pnas.071120310518216250PMC2234147

[B68] MarsoniMBracaleMEspenLPrinsiBNegriASVanniniCProteomic analysis of somatic embryogenesis in Vitis viniferaPlant Cell Rep20082734735610.1007/s00299-007-0438-017874111

[B69] ZhangJMaHChenSJiMPerlAKovacsLChenSStress response proteins’ differential expression in embryogenic and non-embryogenic callus of Vitis vinifera L. cv. Cabernet Sauvignon–A proteomic approachPlant Sci200917710311310.1016/j.plantsci.2009.04.003

[B70] SharifiGEbrahimzadehHGhareyazieBGharechahiJVatankhahEIdentification of differentially accumulated proteins associated with embryogenic and non-embryogenic calli in saffron (Crocus sativus L.)Proteome Sci201210310.1186/1477-5956-10-322243837PMC3349542

[B71] CorreiaSVinhasRManadasBLourençoASVeríssimoPCanhotoJMComparative proteomic analysis of auxin-induced embryogenic and nonembryogenic tissues of the solanaceous tree Cyphomandra betacea (Tamarillo)J Proteome Res2012111666167510.1021/pr200856w22309186

[B72] RoseRJNolanKEVitro Cell Dev BiolInvited review: Genetic regulation of somatic embryogenesis with particular reference to Arabidopsis thaliana and Medicago truncatula200642473481

[B73] AlmeidaAMParreiraJRSantosRDuqueASFranciscoRToméDFARicardoCPCoelhoAVFevereiroPA proteomics study of the induction of somatic embryogenesis in Medicago truncatula using 2DE and MALDI-TOF/TOFPhysiol Plant201214623624910.1111/j.1399-3054.2012.01633.x22497501

[B74] PavyNBoyleBNelsonCPauleCGiguèreICaronSParsonsLSDallaireNBedonFBérubéHCookeJMacKayJJIdentification of conserved core xylem gene sets: conifer cDNA microarray development, transcript profiling and computational analysesNew Phytol200818076678610.1111/j.1469-8137.2008.02615.x18811621

[B75] MacKenzieDJMcLeanMAMukerjiSGreenMImproved RNA extraction from woody plants for the detection of viral pathogens by reverse transcription-polymerase chain reactionPlant Dis19978122222610.1094/PDIS.1997.81.2.22230870901

[B76] R Core TeamA language and environment for statistical computinghttp://www.R-project.org

[B77] FlexArrayA statistical data analysis software for gene expression microarraysMcGill University and Genome Quebec Innovation Centrehttp://www.gqinnovationcenter.com/services/bioinformatics/flexarray/index.aspx?l=e

[B78] RutledgeRGStewartDCritical evaluation of methods used to determine amplification efficiency refutes the exponential character of real-time PCRBMC Mol Biol200899610.1186/1471-2199-9-9618973660PMC2587475

[B79] LRE qPCR Websitehttp://sites.google.com/site/lreqpcr/

[B80] LRE qPCR Analyzerhttp://code.google.com/p/lreqpcr/

[B81] FriedmannMRalphSGAeschlimanDZhuangJRitlandKEllisBEBohlmannJDouglasCJMicroarray gene expression profiling of developmental transitions in Sitka spruce (Picea sitchensis) apical shootsJ Exp Bot2007585936141722051410.1093/jxb/erl246

[B82] CzechowskiTStittMAltmannTGenome-wide identification and testing of superior reference genes for transcript normalization in ArabidopsisPlant Physiol200513951710.1104/pp.105.06374316166256PMC1203353

[B83] HruzTWyssMDocquierMPfafflMWMasanetzSBorghiLVerbrugghePKalaydjievaLBleulerSLauleODescombesPGruissemWZimmermannPRefGenes: identification of reliable and condition specific reference genes for RT-qPCR data normalizationBMC Genomics20111215610.1186/1471-2164-12-15621418615PMC3072958

# Supplementary material for: Potential link between biotic defense activation and recalcitrance to induction of somatic embryogenesis in shoot primordia from adult trees of white spruce (Picea glauca)
**Source:** BMC Plant Biol. 2013 Aug 12;13:116. doi: 10.1186/1471-2229-13-116
**Supplement:** Additional file 2 — DHN1 expression ratios, EST and amino acid sequence alignments.

# Microarray analysis of DHN1

Nine of the top 30 differentially expressed genes within the G6 explants were found to target genes encoding for dehydrin, which were subsequently found to be part of a small gene family encoding for three variants of an unusual conifer-specific dehydrin called DHN1.

| **Putative ID** | | **G6 / G12 Day 0** | | **G6 / G12 Day 7** | | **G6 Day 7/0** | | **G12 Day 7/0** | | **Probe** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Dehydrin | | 1.00 | 8.15 | | 8.75 | | 1.07 | | 15981 | |
| Dehydrin | | 1.01 | 7.27 | | 38.56 | | 5.36 | | 25506 | |
| Dehydrin | | 1.00 | 6.77 | | 8.26 | | 1.22 | | 18408 | |
| Dehydrin | | 1.00 | 5.00 | | 27.63 | | 5.53 | | 27873 | |
| Dehydrin | | 1.00 | 5.25 | | 16.20 | | 3.09 | | 09510 | |
| Dehydrin | | 1.00 | 4.87 | | 9.86 | | 2.02 | | 09769 | |
| Dehydrin | | 1.32 | 3.86 | | 29.30 | | 10.04 | | 27485 | |
| Dehydrin | | 1.00 | 3.36 | | 6.46 | | 1.78 | | 27435 | |
| Dehydrin | | 1.07 | 3.10 | | 7.84 | | 2.71 | | 10902 | |
| Average: | 1.04 | | 5.29 | | 16.98 | | 3.65 | |  | |

# DHN1 EST sequence alignments with the 9 probes targeted to this gene family

All P. glauca ESTs

**09510: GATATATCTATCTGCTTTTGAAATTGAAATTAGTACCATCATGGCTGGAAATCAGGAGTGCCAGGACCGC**

**27873:** **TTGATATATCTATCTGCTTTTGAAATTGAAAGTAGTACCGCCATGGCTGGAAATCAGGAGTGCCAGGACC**

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 1 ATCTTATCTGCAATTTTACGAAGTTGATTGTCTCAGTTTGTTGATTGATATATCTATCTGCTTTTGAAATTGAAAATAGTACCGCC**ATG**GCTGGAAATCAGGATTGCCAGGACCGCGGC 119

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 688 .........................A.......................T........C.........G............... 605

**27435: TTGATATATCTATCTTCTTTTGACATT-------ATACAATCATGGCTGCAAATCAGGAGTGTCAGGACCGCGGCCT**

**09769:** [**TTGATATATCTATTCGCTTTTGACATT-------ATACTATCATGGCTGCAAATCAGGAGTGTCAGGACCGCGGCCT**](http://www.ncbi.nlm.nih.gov/nucest/EX419599.1)

**15981(SS): TTGATATATCTATTCGCTTTTGACATT-------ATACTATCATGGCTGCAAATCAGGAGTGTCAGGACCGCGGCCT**

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 22 ..........................T.................................T......C...-------A...TAT........C.........G..T............ 133

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T.................................T......C...-------A...TAT........C.........G..T............ 117

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 1 ..........................T................................T.......C...-------A...AAT........C.........G..T............ 112

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T................................CT..............T.......AT..................G............... 124

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T........C.......................................T.......AT..................G............... 124

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 5 ....................T.....A................G..........T..............T.......AT........C.........G..T............ 117

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T................................CT..............T.......AT..................G............... 124

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 12 ...........................................................................G...........................G............... 130

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 10 .......................................................................................................G............... 128

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 120 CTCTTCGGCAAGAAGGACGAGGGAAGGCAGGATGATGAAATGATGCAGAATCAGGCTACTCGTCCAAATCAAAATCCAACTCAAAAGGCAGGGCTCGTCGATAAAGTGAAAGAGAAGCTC 239

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 604 ....G..............................................................................G.....G.............................. 485

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 134 ..A.G.............................------------.....................................G.....G.............................. 241

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 118 ..A.G.............................------------.....................................G.G...G.............................. 225

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 113 ..A.G.............................------------.....................................G.....G.............................. 220

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 125 ..................................------------.....................................G.....G.............................. 232

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 125 ..................................------------.....................................G.....G.................A............ 232

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 118 ..A.G.............................------------.....................................G.....G.............................A 225

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 125 ..................................------------.....................................G.....G.............................. 232

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 131 ....G..........A...........................------------------------................G.....G.............................. 226

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 129 ....G..........A...........................------------------------................G.....G.............................. 224

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 240 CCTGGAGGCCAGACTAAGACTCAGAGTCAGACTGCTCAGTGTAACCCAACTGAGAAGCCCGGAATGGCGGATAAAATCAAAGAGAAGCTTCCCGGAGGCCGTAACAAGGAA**TGA**CCTCTC 359

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 484 .......................A................................................................................................ 365

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 242 ........G............................................................................................................... 361

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 226 ........G............................................................................................................... 345

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 221 ........................................................................................................................ 340

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 233 ........G............................................................................................................... 352

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 233 ........................................................................................................................ 352

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 226 ........G............................................................................................................... 345

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 233 ........G............................................................................................................... 352

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 227 ........G............................................................................................................... 346

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 225 ........................................................................................................................ 344

**18408:** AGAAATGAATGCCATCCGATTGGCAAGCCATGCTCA

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 360 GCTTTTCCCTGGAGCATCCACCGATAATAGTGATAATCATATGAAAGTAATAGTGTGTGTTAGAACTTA-GAGTAGAGAATA-------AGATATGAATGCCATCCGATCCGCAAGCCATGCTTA 476

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 364 ........-........................................G...................-............-------.................................... 249

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 362 .....................................................................-............-------...A................TG............C. 478

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 346 .................-----------------------.............................-............TAGAATA....................TG.T..........C. 446

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 341 .....................................................................A............-------.................................... 458

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 353 .....................................................................-............-------.................................... 469

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 353 .....................................................................A............-------.................................... 470

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 353 ..........---------..................................................-.G..........-------.................................... 462

**25506**ATGACCTCTCGCTTTTCCCTGGAGCAT-----------------------ATGAAAGTAATAGTGTGTGTTAGAACTTA-GAGTAGAGAATA-------AG

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 346 .................-----------------------.............................-............-------.................................... 439

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 347 .....................................................................-............-------.................................... 463

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 345 .................-----------------------..........................C..-..A..T......TAGAATA.....................G.T..........C. 445

GTATAGTATTT-----------------TTTTGTTCGGAGGAGATTTGTAG

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 477 GAATAGTA--------------------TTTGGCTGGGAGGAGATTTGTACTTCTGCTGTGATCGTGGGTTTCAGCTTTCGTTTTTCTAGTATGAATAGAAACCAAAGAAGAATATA 573

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 446 .T......--------------------.....T.CT..........--------------------------------------.T.......T........T.T.T..G------

**27485:** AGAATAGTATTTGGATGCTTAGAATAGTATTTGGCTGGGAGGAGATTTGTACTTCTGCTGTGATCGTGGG

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 248 ........TTTGGATGCTTAGAATAGTA..............................................A............................T............. 132

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 479 .T......TTT-----------------...T.T.C..............G........................................G...........T............. 578

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 447 .T......TTT-----------------.....T.C..........................................................T........T.--------.... 538

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 459 ........--------------------..A...............................................................T........T.--------.... 547

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 470 .....A..--------------------...............................................A..................T........T............. 566

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 471 ........--------------------..................................................................T......G.T.--------.... 559

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 440 ........--------------------.............G........................................................A....T..C.......... 536

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 463 .....A..--------------------..................................................................T........T.--------.... 551

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 464 ........--------------------..................................................................T........T.--------.... 552

**10902**: GGACGTCCATGCCTTACAAGCTTGCT------------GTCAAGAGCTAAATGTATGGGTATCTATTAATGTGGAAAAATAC

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 574 TCATGATGTCCATGCCTTACAAGCTTGCT------------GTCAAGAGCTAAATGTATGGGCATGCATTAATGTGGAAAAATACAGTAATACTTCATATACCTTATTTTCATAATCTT 680

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 131 ...G..C......................TACAAGCTTGCT........T...............C.......T.........................................AAAA 13 polyA

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 579 .........T..............C....------------.............................................................................. 685

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 539 --.G..C......................------------.............................................................................. 643

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 548 --.G..C.....................A------------..G...C.................C...C......................A..T................ 645

# Amino acid sequent alignments for DHN1

PgDHN1a (88 aa)

[CO252099](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49132240&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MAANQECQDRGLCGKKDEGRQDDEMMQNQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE Very large 5' UTR

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) MA**G**NQ**D**CQDRGL**F**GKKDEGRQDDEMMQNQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

PgDHN1b (84 aa)

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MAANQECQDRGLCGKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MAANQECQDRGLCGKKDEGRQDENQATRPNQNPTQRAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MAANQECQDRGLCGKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MA**G**NQECQDRGL**F**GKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MA**G**NQECQDRGL**F**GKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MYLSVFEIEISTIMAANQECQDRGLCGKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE 101 aa

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MA**G**NQECQDRGL**F**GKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

PgDHN1c (80 aa)

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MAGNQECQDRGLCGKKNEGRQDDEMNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) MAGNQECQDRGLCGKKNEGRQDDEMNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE

Two repetitive carboxyl segments containing a dehydrin K-segment are in bold, along with three cysteines not commonly found in dehydrins shown in red

PgDHN1a 1 MAGNQD**C**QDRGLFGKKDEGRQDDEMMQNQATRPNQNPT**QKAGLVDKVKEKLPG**GQTKTQSQTAQ**C**NPT**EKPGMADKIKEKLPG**GRNKE 88

PgDHN1b 1 ..A..E**.**.....**C**.........E----.....................................**.**....................... 84

PgDHN1c 1 .....E**.**.....**C**...N........--------...............................**.**....................... 80

All contain two well-conserved Lys-rich domains (K-segments) with the consensus motif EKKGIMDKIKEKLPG.

Other Conifers

PgDHN1a 1 MAGNQDCQDRGL**F**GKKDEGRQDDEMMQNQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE 88

[Sitka ABK21645](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Protein&list_uids=116780352&dopt=GenPept&RID=1FHFCGN4114&log$=protalign&blast_rank=0) 1 .....E.................................................................................. 88

[Sitka ADE76499](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Protein&list_uids=294461884&dopt=GenPept&RID=1FHFCGN4114&log$=protalign&blast_rank=0) 1 .....E......C........................................................................... 88

[Sitka ABK25374](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Protein&list_uids=116789764&dopt=GenPept&RID=1FHFCGN4114&log$=protalign&blast_rank=0) 1 ..A..E......C........................................................................... 88

PgDHN1b 1 MAANQE**C**QDRGL**C**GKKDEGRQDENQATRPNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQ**C**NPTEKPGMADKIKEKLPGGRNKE 84

[Sitka ADE76208](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Protein&list_uids=294461292&dopt=GenPept&RID=1FJA36K6114&log$=protalign&blast_rank=0) 1 .................................................................................... 84

[Norway AY961924](http://www.ncbi.nlm.nih.gov/nuccore/AY961924) 1 .....D..................................................................V........... 84

PgDHN1c 1 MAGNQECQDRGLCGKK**N**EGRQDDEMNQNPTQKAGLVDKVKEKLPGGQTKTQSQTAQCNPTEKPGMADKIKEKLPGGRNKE 80

[Sitka CO215948](http://www.ncbi.nlm.nih.gov/nucest/49038263) 565 ................D............................................................... 326

# Supplementary material for: Potential link between biotic defense activation and recalcitrance to induction of somatic embryogenesis in shoot primordia from adult trees of white spruce (Picea glauca)
**Source:** BMC Plant Biol. 2013 Aug 12;13:116. doi: 10.1186/1471-2229-13-116
**Supplement:** Additional file 3 — Amino acid sequence alignments of PgPrx52, PgPrx21 and PgcsINV1.

**Figure S1 Candidate gene amino acid sequences aligned to the most similar Arabidopsis homolog.** **(A)** Carboxyl terminal region of the class III apoplastic peroxidase AtPrx52 (At5G05340). **(B)** Carboxyl terminal region of the class III apoplastic peroxidase AtPrx21 (also called ATP2a/b; At2G37130). **(C)** Cell wall invertase AtcwINV1, (also called AtβFruct1; At3G13790). Conserved substitutions are highlighted in yellow.

# Supplementary material for: Potential link between biotic defense activation and recalcitrance to induction of somatic embryogenesis in shoot primordia from adult trees of white spruce (Picea glauca)
**Source:** BMC Plant Biol. 2013 Aug 12;13:116. doi: 10.1186/1471-2229-13-116
**Supplement:** Additional file 4 — EST alignments and primer locations for the candidate and reference genes.

# EST alignments that include the microarray probes (red) and qPCR primers (arrows) for the G6UP candidate genes

## P. glauca DNH1 (see Additional file 2 for probe locations)

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 1 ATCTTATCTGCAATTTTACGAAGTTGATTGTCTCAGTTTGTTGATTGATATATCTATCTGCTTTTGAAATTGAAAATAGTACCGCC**ATG**GCTGGAAATCAGGATTGCCAGGACCGCGGC 119

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 688 .........................A.......................T........C.........G............... 605

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 22 ..........................T.................................T......C...-------A...TAT........C.........G..T............ 133

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T.................................T......C...-------A...TAT........C.........G..T............ 117

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 1 ..........................T................................T.......C...-------A...AAT........C.........G..T............ 112

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T................................CT..............T.......AT..................G............... 124

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T........C.......................................T.......AT..................G............... 124

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 5 ....................T.....A................G..........T..............T.......AT........C.........G..T............ 117

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 6 ..........................T................................CT..............T.......AT..................G............... 124

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 12 ...........................................................................G...........................G............... 130

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 10 .......................................................................................................G............... 128

**DHN1 uF2**======================>

**DHN1 aF1**============================>

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 120 CTCTTCGGCA**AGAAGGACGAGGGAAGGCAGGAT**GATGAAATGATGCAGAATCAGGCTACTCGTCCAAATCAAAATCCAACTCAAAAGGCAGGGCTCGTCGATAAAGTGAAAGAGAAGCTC 239

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 604 ....G..............................................................................G.....G.............................. 485

**DHN1 bF1**===================------------=====>

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 134 ..A.G.............................------------.....................................G.....G.............................. 241

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 118 ..A.G.............................------------.....................................G.G...G.............................. 225

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 113 ..A.G.............................------------.....................................G.....G.............................. 220

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 125 ..................................------------.....................................G.....G.............................. 232

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 125 ..................................------------.....................................G.....G.................A............ 232

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 118 ..A.G.............................------------.....................................G.....G.............................A 225

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 125 ..................................------------.....................................G.....G.............................. 232

**DHN1 cF1**=======================------------------------====>

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 131 ....G..........A...........................------------------------................G.....G.............................. 226

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 129 ....G..........A...........................------------------------................G.....G.............................. 224

**uF1======================...**

<=========================**DHN1 uR3 <**=======================**DHN1 uR2 <=====================...DHN1 uR4**

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 240 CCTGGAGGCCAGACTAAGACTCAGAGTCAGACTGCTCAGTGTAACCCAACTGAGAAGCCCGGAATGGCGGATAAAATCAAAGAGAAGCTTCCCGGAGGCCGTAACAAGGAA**TGA**CCTCTC 359

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 484 .......................A................................................................................................ 365

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 242 ........G............................................................................................................... 361

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 226 ........G............................................................................................................... 345

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 221 ........................................................................................................................ 340

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 233 ........G............................................................................................................... 352

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 233 ........................................................................................................................ 352

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 226 ........G............................................................................................................... 345

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 233 ........G............................................................................................................... 352

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 227 ........G............................................................................................................... 346

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 225 ........................................................................................................................ 344

**uF1...===>**

**...====DHN1 uR4**

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 360 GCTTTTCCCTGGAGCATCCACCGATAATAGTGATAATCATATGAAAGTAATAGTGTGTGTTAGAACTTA-GAGTAGAGAATA-------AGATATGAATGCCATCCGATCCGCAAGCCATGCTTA 476

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 364 ........-........................................G...................-............-------.................................... 249

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 362 .....................................................................-............-------...A................TG............C. 478

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 346 .................-----------------------.............................-............TAGAATA....................TG.T..........C. 446

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 341 .....................................................................A............-------.................................... 458

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 353 .....................................................................-............-------.................................... 469

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 353 .....................................................................A............-------.................................... 470

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 353 ..........---------..................................................-.G..........-------.................................... 462

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 346 .................-----------------------.............................-............-------.................................... 439

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 347 .....................................................................-............-------.................................... 463

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 345 .................-----------------------..........................C..-..A..T......TAGAATA.....................G.T..........C. 445

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 477 GAATAGTA--------------------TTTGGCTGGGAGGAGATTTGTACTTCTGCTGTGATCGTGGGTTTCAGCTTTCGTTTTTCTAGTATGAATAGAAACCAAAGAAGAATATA 573

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 248 ........TTTGGATGCTTAGAATAGTA.............................................A............................T............. 132

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 479 .T......TTT-----------------...T.T.C..............G........................................G...........T............. 578

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 447 .T......TTT-----------------.....T.C..........................................................T........T.--------.... 538

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 459 ........--------------------..A...............................................................T........T.--------.... 547

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 470 .....A..--------------------...............................................A..................T........T............. 566

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 471 ........--------------------..................................................................T......G.T.--------.... 559

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 440 ........--------------------.............G........................................................A....T..C.......... 536

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 463 .....A..--------------------..................................................................T........T.--------.... 551

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 464 ........--------------------..................................................................T........T.--------.... 552

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 446 .T......--------------------.....T.CT..........--------------------------------------.T.......T........T.T.T..G------

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 574 TCATGATGTCCATGCCTTACAAGCTTGCT------------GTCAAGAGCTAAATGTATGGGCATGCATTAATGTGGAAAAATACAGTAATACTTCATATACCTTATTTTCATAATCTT 680

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099) 131 ...G..C......................TACAAGCTTGCT........T...............C.......T.........................................AAAA 13 polyA

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 579 .........T..............C....------------.............................................................................. 685

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 539 --.G..C......................------------.............................................................................. 643

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 548 --.G..C.....................A------------..G...C.................C...C......................A..T................ 645

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 567 .A.G..C.....................A------------..G...C.................C...C......................A....................G..... 673

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 560 --.G..C......................------------..............................................C......................T........ 664

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 537 ...................... 558

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 552 --.G..C......................------------........................CT.........................A....................G..... 656

[BT117952](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270151066&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 553 --.G..C.....................A------------..G...C.................C...C................ 624

[BT117559](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150673&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 498 .A.G..C......................------------.....................T..CT.........................A...................... 600

[BT117865](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150979&dopt=GenBank&RID=YS8242YF112&log$=nuclalign&blast_rank=0) 681 AAAAGAATAAATTTGT-TCATGGCTGAGTnaaaaaa 715

[CO252099](http://www.ncbi.nlm.nih.gov/nucest/CO252099)

[BT115236](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148284&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 686 ......G......... 701

[BT115255](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148303&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 644 ......G.........-.....TT.....-...... 677

[BT117770](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270150884&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0)

[BT115468](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270148516&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 674 ......G.......-.C........... 700

[BT116481](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270149595&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 665 ......G.........-... 683

[EX378761](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157577533&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0)

[BT114790](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=270147838&dopt=GenBank&RID=1D1AYKTG112&log$=nuclalign&blast_rank=0) 657 .......A... 667

## QT-repeat (7925)

CO228028 1 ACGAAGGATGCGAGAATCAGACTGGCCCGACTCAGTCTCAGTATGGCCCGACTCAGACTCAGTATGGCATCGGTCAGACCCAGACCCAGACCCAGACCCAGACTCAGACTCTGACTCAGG 120

BT100806 245 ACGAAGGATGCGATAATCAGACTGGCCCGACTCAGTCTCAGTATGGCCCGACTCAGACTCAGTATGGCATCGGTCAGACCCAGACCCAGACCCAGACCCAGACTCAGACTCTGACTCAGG 364

BT101037 13 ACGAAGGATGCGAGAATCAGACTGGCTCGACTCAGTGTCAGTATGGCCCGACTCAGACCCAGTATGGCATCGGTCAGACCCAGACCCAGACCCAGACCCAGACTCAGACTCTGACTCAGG 132

EF083127 256 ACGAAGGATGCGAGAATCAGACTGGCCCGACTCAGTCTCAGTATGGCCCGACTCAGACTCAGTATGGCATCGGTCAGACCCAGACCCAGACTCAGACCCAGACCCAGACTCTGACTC--- 372

BT070924 251 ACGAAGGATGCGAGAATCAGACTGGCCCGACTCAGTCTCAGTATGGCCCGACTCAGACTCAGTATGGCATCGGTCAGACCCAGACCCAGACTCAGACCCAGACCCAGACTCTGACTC--- 367

CO228028 121 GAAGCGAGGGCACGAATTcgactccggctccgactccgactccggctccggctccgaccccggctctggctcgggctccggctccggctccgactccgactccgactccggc------ 234

BT100806 365 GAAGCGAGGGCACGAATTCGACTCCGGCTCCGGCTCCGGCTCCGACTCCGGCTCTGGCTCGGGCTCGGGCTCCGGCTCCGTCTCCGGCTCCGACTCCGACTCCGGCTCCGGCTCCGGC 484

BT101037 133 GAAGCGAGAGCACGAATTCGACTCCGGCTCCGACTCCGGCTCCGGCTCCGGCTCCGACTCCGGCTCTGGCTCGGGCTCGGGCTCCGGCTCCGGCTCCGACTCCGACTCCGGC------ 246

EF083127 Sitka

BT070924 Sitka

**7925**: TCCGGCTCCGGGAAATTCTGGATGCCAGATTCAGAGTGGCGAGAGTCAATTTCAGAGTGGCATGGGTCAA

CO228028 235 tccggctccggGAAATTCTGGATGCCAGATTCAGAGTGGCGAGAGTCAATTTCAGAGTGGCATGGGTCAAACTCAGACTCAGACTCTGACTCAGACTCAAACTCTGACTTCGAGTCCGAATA 354

BT100806 485 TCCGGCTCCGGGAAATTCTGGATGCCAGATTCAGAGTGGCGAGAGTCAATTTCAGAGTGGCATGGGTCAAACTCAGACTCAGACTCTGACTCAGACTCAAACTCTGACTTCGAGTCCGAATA 604

BT101037 247 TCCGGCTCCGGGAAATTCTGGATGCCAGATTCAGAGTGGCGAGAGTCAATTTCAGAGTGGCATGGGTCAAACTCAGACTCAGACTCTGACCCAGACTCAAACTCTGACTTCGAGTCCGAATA 366

EF083127 493 --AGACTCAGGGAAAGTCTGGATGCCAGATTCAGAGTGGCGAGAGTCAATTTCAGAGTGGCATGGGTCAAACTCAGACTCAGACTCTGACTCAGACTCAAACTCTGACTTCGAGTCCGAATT 609

BT070924 488 --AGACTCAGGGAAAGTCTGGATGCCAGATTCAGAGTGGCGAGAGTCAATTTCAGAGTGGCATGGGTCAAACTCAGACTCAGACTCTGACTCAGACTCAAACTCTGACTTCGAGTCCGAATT 604

F1===========================> <====================...R2

F2=========================>

CO228028 355 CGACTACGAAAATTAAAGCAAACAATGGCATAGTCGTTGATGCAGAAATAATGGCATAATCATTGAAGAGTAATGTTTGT-----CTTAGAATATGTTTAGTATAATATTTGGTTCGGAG 469

BT100806 605 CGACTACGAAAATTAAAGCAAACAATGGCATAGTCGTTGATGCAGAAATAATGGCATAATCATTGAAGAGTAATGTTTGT-----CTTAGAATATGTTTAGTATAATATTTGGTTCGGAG 719

BT101037 367 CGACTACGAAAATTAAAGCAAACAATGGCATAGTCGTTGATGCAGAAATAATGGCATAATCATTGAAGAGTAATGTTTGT-----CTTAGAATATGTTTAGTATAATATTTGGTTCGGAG 481

EF083127 610 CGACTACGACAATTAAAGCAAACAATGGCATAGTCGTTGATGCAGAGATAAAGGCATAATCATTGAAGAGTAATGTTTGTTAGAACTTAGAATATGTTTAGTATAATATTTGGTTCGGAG 729

BT070924 605 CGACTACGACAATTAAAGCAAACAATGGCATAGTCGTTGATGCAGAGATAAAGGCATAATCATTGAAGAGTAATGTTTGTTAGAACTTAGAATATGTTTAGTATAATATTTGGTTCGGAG 724

...========R2 <=========================7925R1

CO228028 470 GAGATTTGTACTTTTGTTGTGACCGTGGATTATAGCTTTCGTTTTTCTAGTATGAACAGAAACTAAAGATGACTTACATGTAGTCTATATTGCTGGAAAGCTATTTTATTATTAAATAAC 589

BT100806 720 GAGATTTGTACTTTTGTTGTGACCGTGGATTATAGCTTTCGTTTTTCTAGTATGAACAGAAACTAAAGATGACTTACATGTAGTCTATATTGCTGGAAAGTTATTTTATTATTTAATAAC 839

BT101037 482 GAGATTTGTACTTTTGTTGTGACC 505

EF083127 730 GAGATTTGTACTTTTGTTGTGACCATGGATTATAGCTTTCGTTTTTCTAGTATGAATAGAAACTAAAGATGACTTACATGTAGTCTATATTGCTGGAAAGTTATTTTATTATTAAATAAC 849

BT070924 725 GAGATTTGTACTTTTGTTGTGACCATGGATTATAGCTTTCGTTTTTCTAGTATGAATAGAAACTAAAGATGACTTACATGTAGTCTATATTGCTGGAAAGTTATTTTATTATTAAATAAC 844

CO228028 590 AATTTTCACaaaaaaaaaaaaaa 612

BT100806 840 AATTTTCACAAAACTATAAAAAA 862

EF083127 850 AATTTTCACAAAA 862

BT070924 845 AATTTTCACAAAA 857

## PgPrx52 (708)

[BT101740](http://www.ncbi.nlm.nih.gov/nuccore/270134788) 1 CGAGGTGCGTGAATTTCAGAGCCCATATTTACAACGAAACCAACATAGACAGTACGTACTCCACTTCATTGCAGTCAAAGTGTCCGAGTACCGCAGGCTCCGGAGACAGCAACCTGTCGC 120

[CO254451](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49137570&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 561 ............................................................................................A........................... 442

[DR590294](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70655037&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 415 .................C..............................................T.... 347

[BT101740](http://www.ncbi.nlm.nih.gov/nuccore/270134788) 121 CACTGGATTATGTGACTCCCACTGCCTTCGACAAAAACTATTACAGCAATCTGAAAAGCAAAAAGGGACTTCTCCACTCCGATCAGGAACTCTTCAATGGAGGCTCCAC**TGA**TTCACAGG 240

[CO254451](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49137570&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 441 ...................................................................T.................................................... 322

[DR590294](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70655037&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 346 ........................................................................................................................ 227

**708F1**========================>

[BT101740](http://www.ncbi.nlm.nih.gov/nuccore/270134788) 241 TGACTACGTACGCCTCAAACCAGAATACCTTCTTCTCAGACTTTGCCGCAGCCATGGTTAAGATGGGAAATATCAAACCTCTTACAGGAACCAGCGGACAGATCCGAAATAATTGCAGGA 360

[CO254451](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49137570&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 321 ........................................................................................................................ 202

[CO252529](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49133219&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 305 302 ............................................................... 243

[DR590294](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70655037&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 226 ................C..............T.................C..T........................................................G.......... 107

<=========================**708R1**

**708**: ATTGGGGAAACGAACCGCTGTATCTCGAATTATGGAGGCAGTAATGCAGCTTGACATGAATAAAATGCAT

[BT101740](http://www.ncbi.nlm.nih.gov/nuccore/270134788) 361 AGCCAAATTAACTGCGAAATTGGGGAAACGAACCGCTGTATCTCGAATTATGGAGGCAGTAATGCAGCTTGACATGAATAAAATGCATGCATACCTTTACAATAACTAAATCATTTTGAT 480

[CO254451](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49137570&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 201 ..............................................C......................................................................... 82

[CO252529](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49133219&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 242 ..............................................C......................................................................... 123

[DR590294](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70655037&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 106 .......C.......C................T..T...................A..--------------------------------------------------------------

[BT101740](http://www.ncbi.nlm.nih.gov/nuccore/270134788) 481 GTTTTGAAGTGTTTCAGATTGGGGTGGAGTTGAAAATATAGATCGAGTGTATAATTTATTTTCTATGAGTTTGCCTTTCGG-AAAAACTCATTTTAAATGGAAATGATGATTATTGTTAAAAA 602

[CO254451](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49137570&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 81 .......................................................G....... 21

[CO252529](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49133219&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) 122 ....................................................................A.........T..G.................................-..C. 4

[DR590294](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70655037&dopt=GenBank&RID=Z83S00BC112&log$=nuclalign&blast_rank=0) -----------------------------------------------------------------------------------------------------AAATGATGATTATTGTTATTCTC

## Proline-rich (14715)

**14715**: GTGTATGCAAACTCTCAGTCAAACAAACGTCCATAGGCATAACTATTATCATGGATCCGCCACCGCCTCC

[BT117672](http://www.ncbi.nlm.nih.gov/nuccore/270150786) 11 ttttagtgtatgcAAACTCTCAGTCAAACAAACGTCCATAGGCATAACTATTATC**ATG**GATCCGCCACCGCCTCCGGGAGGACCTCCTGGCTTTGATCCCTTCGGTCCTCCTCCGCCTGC 143

[DR569142](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70633859&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 1 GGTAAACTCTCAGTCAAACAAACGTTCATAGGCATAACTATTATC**ATG**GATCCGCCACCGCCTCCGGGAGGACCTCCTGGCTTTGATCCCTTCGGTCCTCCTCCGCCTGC 123

[DR562030](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70626237&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 463 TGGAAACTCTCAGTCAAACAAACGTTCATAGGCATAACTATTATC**ATG**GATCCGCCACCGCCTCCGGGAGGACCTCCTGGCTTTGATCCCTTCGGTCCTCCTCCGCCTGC 341

14aa (42 bases)  **F2=======================>**

[BT117672](http://www.ncbi.nlm.nih.gov/nuccore/270150786) 144 ------------------------------------------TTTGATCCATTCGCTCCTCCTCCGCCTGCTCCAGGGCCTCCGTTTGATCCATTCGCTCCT 203

[DR569142](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70633859&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 124 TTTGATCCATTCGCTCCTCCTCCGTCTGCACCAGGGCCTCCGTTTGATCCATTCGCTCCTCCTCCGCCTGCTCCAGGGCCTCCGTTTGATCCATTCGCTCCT 225

[DR562030](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70626237&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 340 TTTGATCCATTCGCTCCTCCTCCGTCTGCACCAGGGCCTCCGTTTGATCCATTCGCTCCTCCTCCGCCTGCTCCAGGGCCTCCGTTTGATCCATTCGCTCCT 239

**14715F1**=======================> <========================**14715R1**

[BT117672](http://www.ncbi.nlm.nih.gov/nuccore/270150786) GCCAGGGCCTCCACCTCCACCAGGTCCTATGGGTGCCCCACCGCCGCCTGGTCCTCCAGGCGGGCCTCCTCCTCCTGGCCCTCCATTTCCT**TGA**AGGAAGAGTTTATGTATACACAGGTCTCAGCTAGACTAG 323

[DR569142](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70633859&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) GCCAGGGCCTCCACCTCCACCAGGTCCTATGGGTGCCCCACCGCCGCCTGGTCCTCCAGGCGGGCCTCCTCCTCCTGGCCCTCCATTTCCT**TGA**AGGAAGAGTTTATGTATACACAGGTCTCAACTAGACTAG 345

[DR562030](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70626237&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) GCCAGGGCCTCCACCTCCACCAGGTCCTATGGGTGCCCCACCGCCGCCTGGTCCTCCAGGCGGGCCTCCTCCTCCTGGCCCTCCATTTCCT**TGA**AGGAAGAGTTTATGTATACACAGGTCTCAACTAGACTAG 119

[CO235728](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49058043&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 299 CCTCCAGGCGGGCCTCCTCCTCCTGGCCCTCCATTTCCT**TGA**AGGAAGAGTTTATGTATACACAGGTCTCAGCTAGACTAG 219

[CO240338](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49062655&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 251 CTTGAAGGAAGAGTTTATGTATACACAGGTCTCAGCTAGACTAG 208

[BT117672](http://www.ncbi.nlm.nih.gov/nuccore/270150786) 324 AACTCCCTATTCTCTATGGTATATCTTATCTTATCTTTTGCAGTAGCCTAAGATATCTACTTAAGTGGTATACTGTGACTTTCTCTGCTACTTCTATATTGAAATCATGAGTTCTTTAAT 443

[DR569142](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70633859&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 346 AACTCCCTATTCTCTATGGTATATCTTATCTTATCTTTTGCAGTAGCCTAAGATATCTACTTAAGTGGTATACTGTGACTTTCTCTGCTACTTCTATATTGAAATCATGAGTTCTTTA 463

[DR562030](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70626237&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 118 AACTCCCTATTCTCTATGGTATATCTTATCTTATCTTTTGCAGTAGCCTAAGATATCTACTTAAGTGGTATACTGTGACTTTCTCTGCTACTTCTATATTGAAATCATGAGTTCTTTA 1

[CO235728](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49058043&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 218 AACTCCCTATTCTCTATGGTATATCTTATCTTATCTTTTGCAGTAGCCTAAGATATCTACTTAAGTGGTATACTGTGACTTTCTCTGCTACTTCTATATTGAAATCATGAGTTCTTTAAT 99

[CO240338](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49062655&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 207 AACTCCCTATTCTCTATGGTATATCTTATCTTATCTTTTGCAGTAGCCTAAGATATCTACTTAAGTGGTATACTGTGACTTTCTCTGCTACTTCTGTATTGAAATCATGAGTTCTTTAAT 88

[BT117672](http://www.ncbi.nlm.nih.gov/nuccore/270150786) 444 GTTACTATATCGAAACGTGTATCTTA-------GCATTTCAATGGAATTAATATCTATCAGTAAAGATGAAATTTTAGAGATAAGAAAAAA 527

[CO235728](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49058043&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 98 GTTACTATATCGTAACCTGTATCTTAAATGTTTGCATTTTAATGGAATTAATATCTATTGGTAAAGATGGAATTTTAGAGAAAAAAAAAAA 8

[CO240338](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=49062655&dopt=GenBank&RID=Z86X1B66112&log$=nuclalign&blast_rank=0) 87 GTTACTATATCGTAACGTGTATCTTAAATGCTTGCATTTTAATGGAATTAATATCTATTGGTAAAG 22

# EST sequence alignments that include the microarray probes (red) and qPCR primers (arrows) for the G12UP candidate genes

## PgPI20a (25680)

[EX308802](http://www.ncbi.nlm.nih.gov/nucest/EX308802.1) 1 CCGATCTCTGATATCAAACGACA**ATG**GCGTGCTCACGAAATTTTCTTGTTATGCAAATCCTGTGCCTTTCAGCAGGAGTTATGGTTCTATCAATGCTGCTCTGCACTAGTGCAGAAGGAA 61

[DR581877](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70646620&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 1 CA**ATG**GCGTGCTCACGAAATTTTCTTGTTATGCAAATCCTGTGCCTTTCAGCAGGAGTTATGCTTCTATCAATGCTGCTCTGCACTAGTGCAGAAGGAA 40

[DR585477](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650220&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 569 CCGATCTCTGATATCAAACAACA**ATG**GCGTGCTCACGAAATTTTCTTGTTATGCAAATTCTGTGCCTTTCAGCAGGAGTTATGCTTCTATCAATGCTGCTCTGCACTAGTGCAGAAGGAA 450

**25680F1**======================>

[EX308802](http://www.ncbi.nlm.nih.gov/nucest/EX308802.1) 121 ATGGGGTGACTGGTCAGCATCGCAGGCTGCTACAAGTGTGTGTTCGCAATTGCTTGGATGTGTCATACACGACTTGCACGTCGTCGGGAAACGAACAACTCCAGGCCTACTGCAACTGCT 240

[DR581877](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70646620&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 100 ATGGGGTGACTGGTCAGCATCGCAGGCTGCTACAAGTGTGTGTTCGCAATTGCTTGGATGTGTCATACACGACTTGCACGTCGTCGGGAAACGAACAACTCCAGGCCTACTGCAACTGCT 219

[DR585477](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650220&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 449 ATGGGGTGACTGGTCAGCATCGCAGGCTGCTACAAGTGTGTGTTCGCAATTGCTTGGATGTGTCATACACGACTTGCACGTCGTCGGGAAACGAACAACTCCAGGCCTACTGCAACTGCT 330

<==========================**25680R1**

[EX308802](http://www.ncbi.nlm.nih.gov/nucest/EX308802.1) 241 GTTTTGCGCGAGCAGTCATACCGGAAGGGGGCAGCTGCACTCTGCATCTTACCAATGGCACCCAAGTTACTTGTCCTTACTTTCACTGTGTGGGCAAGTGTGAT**TAA**ATAACAGGGAGAT 360

[DR581877](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70646620&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 220 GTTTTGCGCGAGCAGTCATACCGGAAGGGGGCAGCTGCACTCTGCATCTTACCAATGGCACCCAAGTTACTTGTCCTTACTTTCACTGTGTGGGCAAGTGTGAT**TAA**ATAACAGGGAGAT 339

[DR585477](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650220&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 329 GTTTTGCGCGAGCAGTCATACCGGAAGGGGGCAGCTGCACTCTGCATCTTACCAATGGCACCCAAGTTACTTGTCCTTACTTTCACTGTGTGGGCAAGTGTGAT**TAA**ATAACAGGGAGAT 210

**25680:** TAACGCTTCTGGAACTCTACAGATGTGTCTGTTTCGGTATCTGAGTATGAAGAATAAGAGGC

[EX308802](http://www.ncbi.nlm.nih.gov/nucest/EX308802.1) 361 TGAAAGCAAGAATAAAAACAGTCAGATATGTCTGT----------------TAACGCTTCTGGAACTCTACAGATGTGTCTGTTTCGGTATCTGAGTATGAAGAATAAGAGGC 457

[DR581877](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70646620&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 340 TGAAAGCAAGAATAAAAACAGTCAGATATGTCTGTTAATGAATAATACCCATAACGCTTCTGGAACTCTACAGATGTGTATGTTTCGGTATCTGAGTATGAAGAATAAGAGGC 452

[DR585477](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650220&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 209 TGGAA *CTCTA* ----------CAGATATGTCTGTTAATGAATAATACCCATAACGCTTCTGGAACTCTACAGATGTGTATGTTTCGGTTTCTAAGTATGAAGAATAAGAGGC 109

CATACGCC

[EX308802](http://www.ncbi.nlm.nih.gov/nucest/EX308802.1) 458 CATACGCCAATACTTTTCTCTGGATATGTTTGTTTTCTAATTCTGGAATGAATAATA-----------------TTGGAATACTTTTACTACTAAAAAA

[DR581877](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70646620&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 453 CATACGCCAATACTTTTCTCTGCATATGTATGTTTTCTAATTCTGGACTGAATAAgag *gccatacgcc* --------aatacttttcc 531

[DR585477](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650220&dopt=GenBank&RID=Z3C827JV11R&log$=nuclalign&blast_rank=0) 108 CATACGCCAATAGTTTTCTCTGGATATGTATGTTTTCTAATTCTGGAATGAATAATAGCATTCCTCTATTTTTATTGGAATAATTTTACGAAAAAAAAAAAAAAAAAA

## PgPI20b (22825)

[EX422557](http://www.ncbi.nlm.nih.gov/nucest/EX422557.1) 2 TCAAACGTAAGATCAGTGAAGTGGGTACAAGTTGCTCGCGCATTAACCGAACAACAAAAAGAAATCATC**ATG**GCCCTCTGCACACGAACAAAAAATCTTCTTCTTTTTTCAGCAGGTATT 121

[EX309996](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157508765&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 3 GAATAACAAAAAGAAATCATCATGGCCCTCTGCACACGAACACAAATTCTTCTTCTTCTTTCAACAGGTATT 74

[DR586576](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651319&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 578 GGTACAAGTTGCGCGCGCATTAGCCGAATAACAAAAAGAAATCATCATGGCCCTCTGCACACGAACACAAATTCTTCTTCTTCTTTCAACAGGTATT 482

[DR586739](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651482&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 577 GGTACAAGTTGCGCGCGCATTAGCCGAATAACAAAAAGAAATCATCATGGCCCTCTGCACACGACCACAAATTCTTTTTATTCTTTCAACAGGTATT 481

[DR585988](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650731&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 665 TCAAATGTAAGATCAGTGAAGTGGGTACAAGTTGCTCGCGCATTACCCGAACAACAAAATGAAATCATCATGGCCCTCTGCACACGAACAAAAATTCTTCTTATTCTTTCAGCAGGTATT 546

[EX422557](http://www.ncbi.nlm.nih.gov/nucest/EX422557.1) 122 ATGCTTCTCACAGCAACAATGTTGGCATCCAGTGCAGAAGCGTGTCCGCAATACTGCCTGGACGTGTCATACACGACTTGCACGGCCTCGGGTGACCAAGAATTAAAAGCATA-CTGCAA 240

[EX309996](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157508765&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 75 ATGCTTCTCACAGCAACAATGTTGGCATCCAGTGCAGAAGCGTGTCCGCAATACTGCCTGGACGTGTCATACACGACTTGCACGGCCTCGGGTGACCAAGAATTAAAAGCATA-CTGCAA 193

[DR586576](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651319&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 481 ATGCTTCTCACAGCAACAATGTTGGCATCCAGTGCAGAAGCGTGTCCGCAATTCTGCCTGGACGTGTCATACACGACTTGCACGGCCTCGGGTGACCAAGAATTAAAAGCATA-CTGCAA 363

[DR586739](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651482&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 480 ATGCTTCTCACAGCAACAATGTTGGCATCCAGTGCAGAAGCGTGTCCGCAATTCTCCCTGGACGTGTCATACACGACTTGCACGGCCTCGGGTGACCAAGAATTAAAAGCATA-CTGCAA 362

[DR585988](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650731&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 395 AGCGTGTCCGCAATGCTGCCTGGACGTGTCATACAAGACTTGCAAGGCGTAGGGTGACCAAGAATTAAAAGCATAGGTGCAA 314

[DR585988](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650731&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 545 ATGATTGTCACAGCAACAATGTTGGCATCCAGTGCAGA*AG-GTG* 503

**22825F1**====================> **22825**: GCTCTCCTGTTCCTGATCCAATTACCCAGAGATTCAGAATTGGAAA

[EX422557](http://www.ncbi.nlm.nih.gov/nucest/EX422557.1) 241 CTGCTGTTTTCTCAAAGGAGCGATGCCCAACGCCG-GCCAGTAC-ACTC-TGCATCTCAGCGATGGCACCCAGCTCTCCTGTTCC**TGA**TCCAATTACCCAGAGATTCAGAATTGGAAA 355

<=======================**22825R1**

[EX309996](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157508765&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 194 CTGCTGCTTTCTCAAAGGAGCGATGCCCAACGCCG-GCCAGTGC-ACTC-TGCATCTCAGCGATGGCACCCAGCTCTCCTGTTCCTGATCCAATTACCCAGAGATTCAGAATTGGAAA 308

[DR586576](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651319&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 362 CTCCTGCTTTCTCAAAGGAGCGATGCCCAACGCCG-GCCAGTGC-ACTG-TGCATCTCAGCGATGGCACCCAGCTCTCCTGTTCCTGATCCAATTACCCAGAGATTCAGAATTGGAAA 248

[DR586739](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651482&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 361 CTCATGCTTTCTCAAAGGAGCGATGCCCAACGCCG-GCCAGTGC-ACTC-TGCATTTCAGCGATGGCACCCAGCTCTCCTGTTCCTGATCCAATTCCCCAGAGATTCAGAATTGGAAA 247

[DR585988](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650731&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 313 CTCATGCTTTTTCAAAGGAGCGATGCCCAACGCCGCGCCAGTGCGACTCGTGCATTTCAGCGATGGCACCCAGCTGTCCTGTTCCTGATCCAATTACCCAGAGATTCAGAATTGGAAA 196

GCTGGTAGTTCAAAATTGTCTTTC

[EX422557](http://www.ncbi.nlm.nih.gov/nucest/EX422557.1) 356 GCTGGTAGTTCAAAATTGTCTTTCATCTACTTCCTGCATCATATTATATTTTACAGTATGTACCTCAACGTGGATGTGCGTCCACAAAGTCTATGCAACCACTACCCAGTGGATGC-TA 473

[EX309996](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157508765&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 309 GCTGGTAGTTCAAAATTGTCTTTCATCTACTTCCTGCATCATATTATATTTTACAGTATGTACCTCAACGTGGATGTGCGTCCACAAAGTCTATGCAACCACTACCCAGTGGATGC-TA 426

[DR586576](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651319&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 247 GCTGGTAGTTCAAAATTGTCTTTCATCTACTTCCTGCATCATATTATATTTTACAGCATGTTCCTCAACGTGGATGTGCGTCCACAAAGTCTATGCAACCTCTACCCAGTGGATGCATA 129

[DR586739](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651482&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 246 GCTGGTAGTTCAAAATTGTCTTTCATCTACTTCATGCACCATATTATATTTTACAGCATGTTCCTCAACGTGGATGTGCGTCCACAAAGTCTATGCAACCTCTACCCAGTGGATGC-TA 129

[DR585988](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650731&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 195 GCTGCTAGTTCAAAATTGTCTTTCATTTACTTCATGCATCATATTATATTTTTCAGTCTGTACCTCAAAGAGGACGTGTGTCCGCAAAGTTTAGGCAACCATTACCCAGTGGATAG-TA 78

[EX422557](http://www.ncbi.nlm.nih.gov/nucest/EX422557.1) 474 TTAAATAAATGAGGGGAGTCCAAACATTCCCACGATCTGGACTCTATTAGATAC-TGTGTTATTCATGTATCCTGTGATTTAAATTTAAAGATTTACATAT 573

[EX309996](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157508765&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 427 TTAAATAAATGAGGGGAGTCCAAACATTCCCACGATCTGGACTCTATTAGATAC-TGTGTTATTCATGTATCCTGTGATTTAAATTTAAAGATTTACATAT 526

[DR586576](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651319&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 128 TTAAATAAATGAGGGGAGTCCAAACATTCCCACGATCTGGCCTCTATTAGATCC-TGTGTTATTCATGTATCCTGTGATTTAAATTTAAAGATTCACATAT 29

[DR586739](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70651482&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 128 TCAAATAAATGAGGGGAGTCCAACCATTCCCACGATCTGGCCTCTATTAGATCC-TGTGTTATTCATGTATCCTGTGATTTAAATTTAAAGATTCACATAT 29

[DR585988](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=70650731&dopt=GenBank&RID=Z5J6J4VB111&log$=nuclalign&blast_rank=0) 77 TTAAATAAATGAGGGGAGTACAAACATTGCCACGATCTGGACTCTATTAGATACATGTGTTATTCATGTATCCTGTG

## PgPrx21 (16777)

[DV984746](http://www.ncbi.nlm.nih.gov/nucest/211868939) 1 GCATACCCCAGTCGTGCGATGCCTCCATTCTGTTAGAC-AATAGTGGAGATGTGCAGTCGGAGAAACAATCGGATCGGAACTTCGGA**ATG**CGAAACTTCAAGTATATGGACACCATTAAG 119

[DV986066](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=211856052&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 884 .....GT...............................A................................................................................. 765

[EX307930](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506699&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 188 .....GT...............................-................................................................................. 306

[EX307114](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157505883&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 205 .....GT...............................-................................................................................. 323

[EX307261](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506030&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 200 .....GT...............................-................................................................................. 318

[DV984746](http://www.ncbi.nlm.nih.gov/nucest/211868939) 60 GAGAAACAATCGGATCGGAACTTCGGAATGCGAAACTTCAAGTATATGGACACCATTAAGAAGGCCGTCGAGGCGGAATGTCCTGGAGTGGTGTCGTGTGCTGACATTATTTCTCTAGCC 179

[DV986066](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=211856052&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 824 ........................................................................................................................ 705

[EX307930](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506699&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 247 ........................................................................................................................ 366

[EX307114](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157505883&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 264 ........................................................................................................................ 383

[EX307261](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506030&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 259 ........................................................................................................................ 378

[DV984746](http://www.ncbi.nlm.nih.gov/nucest/211868939) 180 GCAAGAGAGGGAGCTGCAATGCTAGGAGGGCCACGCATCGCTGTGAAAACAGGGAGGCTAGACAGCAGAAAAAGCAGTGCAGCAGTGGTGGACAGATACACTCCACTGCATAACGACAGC 299

[DV986066](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=211856052&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 704 ........................................................................................................................ 585

[EX307930](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506699&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 367 .............................AT......................................................................................... 486

[EX307114](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157505883&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 384 ........................................................................................................................ 503

[EX307261](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506030&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 379 .............................AT......................................................................................... 498

[DV984746](http://www.ncbi.nlm.nih.gov/nucest/211868939) 300 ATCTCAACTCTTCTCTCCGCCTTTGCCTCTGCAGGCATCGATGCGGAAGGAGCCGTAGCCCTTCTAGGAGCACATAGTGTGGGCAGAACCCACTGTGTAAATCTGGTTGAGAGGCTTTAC 419

[DV986066](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=211856052&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 584 ........................................................................................................................ 465

[EX307930](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506699&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 487 ........................................................G......T........................................................ 606

[EX307114](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157505883&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 504 ........................................................................................................................ 623

[EX307261](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=157506030&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 499 ........................................................G......T........................................................ 618

**16777**: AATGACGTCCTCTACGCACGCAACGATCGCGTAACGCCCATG

[DV984746](http://www.ncbi.nlm.nih.gov/nucest/211868939) 420 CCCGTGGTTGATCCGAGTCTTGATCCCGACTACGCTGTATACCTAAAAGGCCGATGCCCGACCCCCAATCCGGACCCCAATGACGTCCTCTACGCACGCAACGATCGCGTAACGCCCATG 539

[DV986066](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=Retrieve&db=Nucleotide&list_uids=211856052&dopt=GenBank&RID=Z5R2ZHW1113&log$=nuclalign&blast_rank=0) 464 ........................................................................................................................ 345

How the deposited data were processed for this re-analysis (not part of the article)

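RNA from shoot primordium explants of white spruce was measured on 20 one-color oligonucleotide arrays, 5 for each combination of genotype (G6 and G12) and time (day 0 and day 7). The intensities of the spots and of their local background were measured by the authors with QuantArray from images of the top and the bottom part of each array, and as deposited they are unnormalized scanner values of the fused parts. The log2 values in the authors' deposited table were made by them, according to the paper's methods, by subtraction of the local background and of buffer spots and by quantile normalization. Their ranks follow the background-subtracted signal of the intensity files, which cannot show whether buffer spots were subtracted, and the table served only as an alternative.

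The intensities were read in R 4.3.3 and corrected for background with limma 3.58.1 (normexp, offset 50), put on the log2 scale, stripped of control spots and quantile normalized. A linear model with 1 mean per group was fitted by limma to 32144 probes, and moderated statistics were taken for day 7 against day 0 in each genotype, for G6 against G12 at each day, for the interaction and for the averages over genotype and over day. All adjusted p-values are from limma, by the Benjamini-Hochberg procedure over all probes with a value unless a list is named, and a probe passed at 0.05. Averages over probes were tested by exact permutation of the arrays of the groups compared. The figures were drawn in Python 3.11.15 with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6. Spots that the image software had marked to be ignored (213 spots of 104 probes) were left out, a choice made after the files were seen.

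A probe was above background on an array where its background-subtracted signal passed the 95th percentile of the 1574 buffer and empty spots of that array, and 21510 probes were so on at least 5 arrays. The fit was tested on simulated data with 100 probes changed by a log2 of 1 and 100 by a log2 of 2 among 32144. For G6 against G12 at day 7 it recovered 24% and 70% of them, for the interaction 2% and 35%, and for day 7 against day 0 in G6 23% and 68%, with 7 unchanged probes among 101 called at day 7. It called 0 where nothing was changed. In the real data far more probes passed for day 7 against day 0, which makes the adjusted threshold less strict, and no scan day was simulated. The shares are therefore not the sensitivity of those real comparisons. In the brighter part of the probes the median estimate was 0.88 for a log2 of 1 and 1.78 for a log2 of 2, and over all changed probes it was 0.61 and 1.36, so the simulated changes were underestimated; ratios picked as the largest were not tested this way. Scan day was read from the image names after the files were seen.

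The genes named in the text follow a rule set in advance. They are every gene the paper names by probe, the 10 described probes with the largest ratio in each contrast and direction among those past the threshold whose groups do not overlap, the same for the interaction without that condition, up to 4 members of each family list per contrast, and the annotated probes among the first 30 entries of Additional file 1. The values in the paper's tables had been seen when the rule was set, and the family lists were written with the descriptions and the paper's values in view. The family lists were dehydrins, class III peroxidases, pathogenesis-related proteins, protease inhibitors, sugar cleavage and transport, phenylpropanoid and flavonoid enzymes, dirigent-like proteins, auxin response, cytokinin response, jasmonate, oxidant scavenging, heat shock proteins, late embryogenesis abundant proteins, histones, ribosomal proteins, cell cycle, photosynthesis, cuticle, secondary wall, MADS-box factors, and WRKY, AP2/ERF, NAC and MYB factors. No set test was made, since only the entries with the highest ratios of G6 to G12 carry names. The alternatives tried were a normexp offset of 16, the methods' background and buffer subtraction with a floor, no background correction, scaling to the 75th percentile, cyclic loess, normalization of the top and bottom parts separately, the authors' deposited values, a filter on dim probes, fits of the compared groups only, the replicate number as a block, array weights, the t-test of the paper's methods, the slide number as a covariate and leaving out each array. Scan day as a block, scan days 1 and 2 alone, the floor together with the methods' test, and ignored spots kept were added after the data were seen. Quantitative PCR was not analysed here.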

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

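The scan day block was chosen after the data were seen. A sample lay far from the others in 1 of 52 groups tested: G6 day 7 replicate 4 had 16 saturated spots, against 9 to 11 on the other arrays of its group, a gap of 0.714 of the range. Chance alone gives this for about 1 group in 20, and no biological explanation was tested.

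Responses from day 0 to day 7 differed between the genotypes, by the test of the interaction itself, for 177 probes, of which 23 are named here. Among the candidates of G6 these were Spruce_15981 (3.68), Spruce_25506 (3.10), Spruce_18408 (2.90), Spruce_09510 (2.40), Spruce_09769 (2.38), Spruce_27435 (2.31) and Spruce_27873 (2.23) of DHN1, PgPrx52 (Spruce_00708, 2.31), the proline-rich gene (Spruce_14715, 2.19) and the QT-repeat gene (Spruce_07925, 1.78). Among the candidates of G12 they were PgPrx21 (Spruce_16777, -3.44), PgPI20a (Spruce_25680, -2.83), PgPI20b (Spruce_22825, -3.61) and PgcwINV1 (Spruce_22616, -2.89). The others were CYSC1 (Spruce_10732, 3.90), LDOX (Spruce_29062, 3.21), OASA1 (Spruce_15408, 3.10), hydrolases (Spruce_15679, 2.67, and Spruce_21742, 2.42), MEE59 (Spruce_24659, 2.53), NIP1;2 (Spruce_15672, 2.52), a leucine-rich repeat protein (Spruce_02394, 2.15) and a pectinesterase (Spruce_28249, 2.14). The values are log2 ratios of the G6 response to the G12 response. With scan day as a block the QT-repeat gene, PgcwINV1 and PgPI20b no longer passed (adjusted p = 0.109, 0.118 and 0.219), at 1.89, -2.71 and -2.38 in that order. Where a group had no array above background, as for PgPrx52, NIP1;2 and the pectinesterase, the size is uncertain. Outside the probes that the paper discusses, CSD1 (Spruce_28875) was higher in G6 at day 0, before any treatment, at least 12.6-fold, as no G12 array was above background (the fitted log2 ratio of 4.23 is not a measured size).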

How the results depend on the processing

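The fits with scan day, the floor together with the methods' t-test and the ignored spots kept were chosen after the data were seen. The averaged DHN1 difference and the candidates' activation kept their direction under every alternative, although the sizes moved both ways. With the floor, DHN1 rose by 6.60 in G6, against 5.37, and the largest day 7 ratio toward G12 was 79.0-fold, against 28.0. Without background correction these were 3.98 and 8.74-fold, and with the authors' deposited values 4.38 and 12.4-fold. The counts of treatment responses stayed within 1.5 times except on single scan days. Signal over background limits what the dim probes can show. Results moved as follows, and the cause was not tested except where fewer arrays were used. With background and buffer subtraction with a floor 1685 probes were over 2-fold between genotypes at day 7 (765 in the reported fit) and 3 DHN1 probes were in the top 30. Without background correction 308 were over 2-fold, and with the authors' deposited values 423. Scaling to the 75th percentile gave 174 probes differing at day 0 (434), 462 at day 7 (861), 66 at both days (131), 58 interactions (177) and 517 genotype effects (1118), and cyclic loess gave 115 interactions. A fit of the compared groups only gave 230 at day 0. Array weights gave 2147 at day 7 and 318 interactions, and the slide number as a covariate 1450 at day 7, 308 interactions, 1268 over 2-fold and a correlation of 0.859 (0.914). The methods' t-test gave 52 at day 0, 391 at day 7, 24 at both days and 105 interactions, and together with the floor 68, 448 and 28 at day 0, day 7 and both days, with 1685 over 2-fold and 3 DHN1 probes in the top 30. Leaving out 1 array gave 572 (without G6 day 7 replicate 2) to 1199 (without G12 day 7 replicate 2) at day 7 and 116 (without G6 day 7 replicate 3) to 246 (without G12 day 7 replicate 2) interactions.

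Scan day as a block gave 1277 over 2-fold and a correlation of 0.875. Scan day 1 alone, with 8 arrays, gave 6093 changes in G12, 5144 in G6, 3489 in both and 7748 in either, 279 differences at day 0, 54 at both days, 52 interactions, 8540 treatment effects, 3218 over 2-fold and a correlation of 0.797. Scan day 2 alone, also with 8 arrays, gave 5441, 5471, 3568 and 7344 changes in that order, 69 differences at day 7, 15 at both days, 9 interactions, 8139 treatment and 193 genotype effects, 2851 over 2-fold, a correlation of 0.807, 5 candidate probes differing at day 7 and 2 DHN1 probes in the top 30. Among the named probes 1 reversed: Spruce_01235, a light-harvesting protein, had -0.95 in G12 and 0.0452 on scan day 1 alone. Over all alternatives and named probes, 11841 results were the same, 510 lost the call and 6 gained it. The replicate block gave 10812 changes in G12, 10214 in G6, 447 differences at day 0, 991 at day 7 and 214 interactions. In a check of the pairing, same-numbered arrays had correlations of -0.171 to 0.463 over 30 pairs, 8 of them over 0.1, and an array matched its own number best in 16 of 60 comparisons. Replicates 1 of G12 day 0, G12 day 7 and G6 day 7, all of scan day 1, correlated at 0.387 to 0.463. That of G6 day 0, also of scan day 1, had -0.0465 to 0.126 with them. Number and scan day cannot be told apart there, so pairing by number is neither shown nor excluded. The reference genes were not run, since no probe is named for them.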

Differences from the paper's values

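A gap is called closed where the values lie within 1.5 times of each other or, for the fold of a gene, within the SD between arrays, which does not make them equal. The alternatives set before the data were examined are counted here, and single scan days and the floor together with the methods' t-test were chosen after seeing the values. The thresholds are adjusted p-values of 0.05, as in the paper, with no filter on fold, but the counts here are from limma and the paper's pairwise counts from Student's t-test. The paper gives 4381 probes changed in G12, 5807 in G6, 3602 in both and 6586 in either, and here they are 10544, 9972, 7822 and 12694. No alternative closes these gaps except scaling to the 75th percentile for G6 (8287). Fits of single scan days do not test these gaps, since a group of 1 array enters each day 7 against day 0 comparison there. The paper gives 167 probes differing at day 7 and 27 at day 0, against 861 and 434, and no alternative closes either gap. The t-test of the paper's methods comes nearest, with 391 at day 7 and 52 at day 0, so part of each gap lies in the test. It gives 8433 probes with any effect, against 13465, and the floor (12282), no background correction (12469), the 75th percentile (12420) and the floor with the methods' t-test (12039) come within 1.5 times but stay far above it. An interaction is given by the paper for 3% of these, against 1.31%, where the floor (2.09%), array weights (2.26%) and the slide number (2.24%) come within 1.5 times but stay short of it, and for 37% of the genotype effects, against 10.6% (closed by none).

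For ratios at day 7, the paper gives 32 probes over 3-fold in G6 and 30 in G12, against 100 and 86, and 110 and 142 over 2-fold, against 342 and 423. Its top 10 run from 4.9-fold to 8.2-fold in G6 and from 3.9-fold to 9.6-fold in G12, against 8.65 to 25.0 and 6.49 to 28.0, where both largest values are against a genotype with no array above background (at least 14.6 and at least 23.3). No background correction closes all of these, and the authors' deposited values close the top 10 and the 3-fold count in G12, but no other alternative does.

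For changes over time the paper gives DHN1 16.98-fold in G6 and 3.65-fold in G12, against 41.4 and 7.52, averages that include 1 probe in each genotype with no day 0 array above background. It gives QT-repeat 12.42 and 2.28, against 32.6 and 9.49, PgPrx52 7.28 and 1.68, against at least 29.9 and at least 5.77, and the proline-rich gene 3.57 and 1.00, against 9.73 and 2.13. In G12 and G6 it gives PgPI20a 46.19 and 4.83, against 128 and at least 12.9, PgPI20b 24.96 and 2.81, against 105 and 8.57, PgPrx21 9.24 and 1.27, against 37.0 and 3.42, and PgcwINV1 17.02 and 2.45, against 69.2 and at least 6.54. No background correction closes each of these except both of PgPrx52, which none closes. The authors' deposited values also close both of DHN1, PgPI20a and PgPI20b, QT-repeat in G6, the proline-rich gene in G12 and PgcwINV1 in G12. Scan day 1 alone gives 23.0-fold for PgPI20b (Spruce_22825) in G12. Between the genotypes the paper gives 1.00-fold at day 0 for QT-repeat, against 1.71, which no background correction, the 75th percentile, cyclic loess, the authors' deposited values, array weights, the slide number and 5 of the left-out arrays close, as does scan day 1 alone. It gives the proline-rich gene 1.00 at day 0, against 1.78 (closed by no background correction, the authors' deposited values and 1 left-out array), and 3.57 at day 7, against 8.14 (closed by no background correction). The paper gives exactly 1.00 at day 0 for most candidates. Its ratios of dim probes may therefore not be on the same scale as those of the reported fit, which sets no floor. The floor tried here closes none of the gene folds.

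The paper states that every gene with a genotype effect also responds to treatment, and here 311 of 1118 had no call for the treatment effect averaged over the genotypes. That average can cancel opposite responses, and in the simulated data its test recovered 43% of changes by a log2 of 1. The 311 are therefore not shown to be unresponsive. It states that 1 candidate does not rise in both genotypes, and here all 16 candidate probes do, although Spruce_15981 of DHN1 in G12 does not with scan day as a block (adjusted p = 0.0712) and loses the call in 3 of 20 fits without 1 array. The day 7 genotype ratios in Additional file 1 are signed as G6 over G12, opposite to their label.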

Other observations

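Photosynthesis genes rose in G6 on induction medium, with 8 of 10 up and 0 down, against 1 up and 2 down in G12. A chlorophyll-binding protein matching LHCB2.3 (Spruce_27054) rose by 1.33 in G6, and a photosystem I subunit matching PSAK (Spruce_17485) by 1.15. Of 8 MADS-box factors, which set organ identity, 7 rose and 1 fell in G6 and 3 rose and 1 fell in G12. AGL20 (Spruce_30263) rose by 1.71 in G6, and SEP3 (Spruce_26548) had -1.54 in G12. Embryo-abundant and late embryogenesis abundant proteins rose for 3 of 5 and fell for 2 in G6, with 1 up and 2 down in G12, and 1 down in G6 with scan day as a block, as the late embryogenesis abundant protein Spruce_08217 (-1.03) then lost its call (adjusted p = 0.0572). The largest rise was that of Spruce_10763 (1.88 and 3.05), which holds a methyltransferase domain.

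Jasmonate genes, of wound signalling, moved both ways, with 1 up and 2 down in G12 and 2 up and 1 down in G6 among 4. OPR2 (Spruce_27441) rose by 1.80 and 2.14 and allene oxide synthase (Spruce_02369) had -2.68 and -1.18. Of 5 protease inhibitors in the lists, 3 rose and 2 fell in G12 and 3 rose and 1 fell in G6, or 2 rose in G12 and 0 fell in G6 with scan day as a block, when the cystatin Spruce_02849 in G12 (adjusted p = 0.118) and the lipid transfer protein Spruce_14761 in G6 (adjusted p = 0.101) no longer passed. Leaving out 1 array also ended these calls, in 8 and 5 of 20 cases. Another cystatin (Spruce_00291) had 1.86 and 1.57. No probe matched the cytokinin list. Over all probes, limma's interaction passed for 0 photosynthesis genes (9 at an unadjusted p of 0.05, 8 adjusted over the list alone), 0 MADS-box factors (4 and 1), 0 embryo-abundant proteins (4 and 4), 0 jasmonate genes (3 and 3) and 0 protease inhibitors (2 and 2). The methods' t-test passed 0 of each, and at an unadjusted p 8, 3, 3, 3 and 2 in that order. As the lists were drawn from probes higher in G6 at day 7, the counts over the list alone are not independent evidence that the genotypes respond differently. Adjusted over the list alone, 2 jasmonate genes rose in G12, and the other counts of rises and falls stayed. The median photosynthesis ratio in G12 was 0.05, and -0.24 on scan day 1.

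The scan day tests were chosen after the files were seen, and every prediction was written before its result, except the one on the sizes of the ratios at both days, which was written after some of them had been seen. More probes differ between the genotypes at day 7 (861) than at day 0 (434), which could come from scan day or from treatment. With scan day as a block the ratio of the counts was 1.77, and without G12 day 7 replicate 1 it was 0.499, so these cannot be told apart while 1 array decides the ratio.

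The log2 ratios in G12 spread wider than in G6, by a difference in SD of 0.0510. Chance may account for it, since 5 of 100 relabelings of genotype within day, the real one included, gave as large a difference, the highest 0.0764. With scan day as a block it was 0.0419, and scan day and genotype cannot be told apart there, since the spread over left-out arrays is 0.0166. A single array stays open as the source: the lowest difference without any 1 array was 0.0355, but with the block it turned to -0.00623 without G6 day 0 replicate 1.

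Of 131 probes that differed at both days, 129 did so in the same direction, which could come from lasting genotype differences, weak signal or scan day. Of the 129, 90.7% were above background on all arrays of the brighter genotype. Being picked for a difference at both days favours that, so the share does not settle weak signal. In the dimmer genotype 19 were above background on no array, which leaves the sizes of their ratios uncertain. With scan day as a block 77.5% kept both calls, which is not above the 75% set in advance by more than its counting error, so the loss of calls does not settle scan day. The sizes at day 7 speak against scan day as the source of these probes' ratios there. With the block all 129 kept their direction, and at day 7 a median of 102% of the log2 ratio (SD over the probes 12.3). At day 0 the median was 99.5% (SD 4.07), but the genotypes then lie almost evenly over the scan days, so the block can change little. Being picked for a difference at day 0 as well disfavours ratios made by scan day, so the result holds for these probes alone. In the 29 probes that lost a call the median log2 size at day 7 was 0.90 without the block and 0.86 with it, while the median standard error went from 0.22 to 0.27.

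A chance division of like arrays is an unlikely source of the counts, but the splits cannot give a share below 1 in 100 and do not address scan day. Other splits also mix days or genotypes, whose real differences widen the spread within groups and lower those counts. Over 100 splits of the samples, the real one included, the real split gave the highest count each time: 10544 against 4343 at most otherwise in G12, 9972 against 53 in G6, 7822 against 0 in both, 12694 against 8204 in either, 434 against 113 at day 0, 861 against 85 at day 7, 131 against 0 at both days, 177 against 68 for the interaction, 13143 against 5208 for treatment and 1118 against 5 for genotype.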
